# Temperature and livestock grazing trigger transcriptome responses in bumblebees along an elevational gradient

**DOI:** 10.1016/j.isci.2022.105175

**Published:** 2022-09-22

**Authors:** Kristof Brenzinger, Fabienne Maihoff, Marcell K. Peters, Leonie Schimmer, Thorsten Bischler, Alice Classen

**Keywords:** Biological sciences, Evolutionary biology, Evolutionary ecology, Omics

## Abstract

Climate and land-use changes cause increasing stress to pollinators but the molecular pathways underlying stress responses are poorly understood. Here, we analyzed the transcriptomic response of *Bombus lucorum* workers to temperature and livestock grazing. Bumblebees sampled along an elevational gradient, and from differently managed grassland sites (livestock grazing vs unmanaged) in the German Alps did not differ in the expression of genes known for thermal stress responses. Instead, metabolic energy production pathways were upregulated in bumblebees sampled in mid- or high elevations or during cool temperatures. Extensive grazing pressure led to an upregulation of genetic pathways involved in immunoregulation and DNA-repair. We conclude that widespread bumblebees are tolerant toward temperature fluctuations in temperate mountain environments. Moderate temperature increases may even release bumblebees from metabolic stress. However, transcriptome responses to even moderate management regimes highlight the completely underestimated complexity of human influence on natural pollinators.

## Highlights

• Upregulation of energy metabolism pathways in *Bombus lucorum* with increasing elevation
• Genes known for thermal stress responses did not change with increased elevation
• *Bombus lucorum* are tolerant toward relatively broad temperature fluctuations
• Grazing lead to an upregulation in genetic information processes in *B. lucorum*

## Introduction

Countering the ongoing biodiversity crisis in times of global change is one of the major challenges of our time. Insects, accounting for a large proportion of terrestrial biodiversity, play a crucial role in this crisis. As ectothermic and small organisms, they are particularly sensitive to climatic changes (Halsch et al., 2021; Paaijmans et al., 2013) and tremendously suffer from the large-scale depletion of microhabitats and local resources through agricultural intensification and landscape homogenization (Habel et al., 2019; Wagner et al., 2021). An increasing number of studies have reported dramatic declines in insect populations, biomass, and richness worldwide (Hallmann et al., 2017; Seibold et al., 2019; Wagner et al., 2021). Importantly, such declines in species abundances or even local extinctions of populations are always the last step in the response of an insect population to global change drivers. Signals of environmental stress, however, may already be detectable on a molecular level (Hoffmann and Willi, 2008; Somero, 2005). For example, changes in gene expressions in response to changing environmental factors can help to identify the relevant stressors and to improve our understanding of the mechanisms that underlie population declines, So far, such transcriptome responses to global change drivers remain poorly understood (Dunning et al., 2014; Keller et al., 2013).

Species with large geographical ranges, for example, bumblebees, can encounter considerable environmental heterogeneity and are excellent models to shed light on genetic variation in relation to abiotic (e.g. temperature) and biotic (e.g. resources) environments (Pimsler et al., 2020). Bumblebees (Hymenoptera: Apidae: *Bombus*) are cold-adapted, large-bodied wild bees with primitively eusocial lifestyles, whose extant lineages started to diversify around 34 Mya during a period of substantial global cooling (Hines, 2008). On a genus level, they encompass wide geographic ranges, with diverse hotspots in both cool mountainous regions and high temperate latitudes (Williams, 1998), but also with several species in the Neotropics and Southeast Asia (Michener, 2007). In temperate mountains like the Alps, many, but not all, species have broad elevational distributions and cope with climatically heterogeneous environments (Sponsler et al., 2022).

One likely reason, why widespread bumblebees can cope with a variety of temperature regimes is that bumblebees are facultative endotherms, i.e. they can actively increase their body temperature by shivering their flight muscles (Dzialowski et al., 2014; Heinrich, 1972). Together with their relatively large body size and dense hair (Maebe et al., 2021a), this ability allows bumblebee individuals to forage at different temperatures below 5°C (Corbet et al., 1993) or even closer to the freezing point (Heinrich and Vogt, 1993). Physiologically, heat is generated by the burning of ATP, requiring the antagonistic interplay of the two enzymes fructose diphosphatase and phosphofructokinase (Heinrich, 1974, 1979; Surholt et al., 1990). Thus, along temperature gradients, such as mountain slopes, genes related to muscle function, thermogenesis, and substrate cycling can be expected to show expression patterns that reflect the increasing need for heat generation with decreasing temperatures.

Alternatively, genes associated with the critical thermal limits might show distinct expression patterns along temperature gradients. Workers of the same species (Pimsler et al., 2020) or queens of different subspecies (Maebe et al., 2021a) have already been shown to differ in their critical thermal minima (CTmin), depending on the temperature regime of their place of origin. Local adaptations in CTmin were linked to differential transcriptome responses after experimental cooling. This indicates that the limits of phenotypic plasticity can become genetically fixed or at least be transferred to the next generation (e.g. via epigenetic processes, such as DNA-methylation), which could facilitate species’ ability to occupy broad geographic ranges, by reducing the costs of plasticity in CTmin. Importantly, critical thermal maxima (CTmax) are species-specific (Martinet et al., 2021) and do neither show associations with local climates within species (Pimsler et al., 2020) nor across subspecies (Maebe et al., 2021a), suggesting that responses to warming temperatures are more constraint.

In line with relatively conserved critical thermal maxima, many bumblebee species are shifting their range toward cooler habitats regarding changing climate, either by retracting the trailing (warm) edge of their distribution (Fourcade et al., 2019), or by shifting upwards along elevational gradients (Biella et al., 2017; Marshall et al., 2019; Pyke et al., 2016). The variable extents to which bumblebee species perform uphill shifts might be subject to their species-specific capacity to cope with changing environmental conditions along the elevational slope (Marshall et al., 2020; Pyke et al., 2016). Whereas some temperature extremes may be offset at the individual or colony level through behavioral temperature regulation (Vogt, 1986), most bumblebees are expected to exhibit specific plastic responses, selection in various key traits, and/or range contractions under even the mildest climate change (reviewed in Maebe et al., 2021b). Several studies suggested that the expression of genes coding heat shock proteins (hsp) and their activators (aha) allow bumblebees to adapt to heat stress (Blasco-Lavilla et al., 2021; Liu et al., 2020b; Pimsler et al., 2020). Other genes involved in immune response, like cytochrome P450, rac1, and flotillin (Liu et al., 2020b; Pimsler et al., 2020), seem to play an additional role in response to stressing temperatures. However, these effects were so far only observed under extreme climatic conditions in climate chamber experiments or extreme environments (Tibetan Plateau). Whether these molecular responses explain compensations of sensitivity to hyperthermal stress (Martinet et al., 2021; Zambra et al., 2020), thus enabling the dispersal of species widely distributed in Europe in the first place, or whether they are involved in the responses along the elevational gradient is unknown.

Besides climate change, land use change is believed to be the strongest stressor for pollinators. In the Alpes, livestock grazing by cattle is an important component of the cultivated landscape and even part of the protection program in strongly protected areas, as it can increase e.g. plant diversity, but is highly dependent on the amounts of grazing mammals (Milchunas et al., 1988; Olff and Ritchie, 1998). The potential impact of cattle grazing on bumblebee fitness is little understood, but could affect wild bees directly or indirectly through various mechanisms, including effects on bee nesting and floral resource composition (Augustine and McNaughton, 1998; Carvell, 2002; Moreira et al., 2019; Roulston and Goodell, 2011; Sjödin, 2007). Additionally, grazing may fundamentally change soil, nectar and pollen characteristics by introducing new nitrogen substrates (Potts et al., 2015) (Ceulemans et al., 2017; Pers-Kamczyc et al., 2020) Even though little is known about the impact of grazing on pollinators, the substantial change in bumblebee’s environment alone likely causes variation in gene expression.

In this study, we aim to identify common regulatory factors that contribute to the (plastic) adaptation of bumblebees to different climates and farming systems. For this, we focus on the study of transcriptional changes in *B. lucorum*. On the one hand, this species occurs along an elevational gradient of 1400m, corresponding to a temperature gradient from 9 to 4.6°C mean annual temperature (a 0.5°C decrease per 100 m difference in elevation), and is also widely distributed over a large geographical area in Europe (Rasmont et al., 2015). Studies along an elevational gradient enable the prediction of long-term ecological responses to climate change using space-time substitution scenarios (Körner, 2007; Mayor et al., 2017). On the other hand, the species is considered more cold-adapted compared with its sister species *Bombus terrestris* (Geue and Thomassen, 2020) and is likely to be displaced by the latter under climate change (Herbertsson et al., 2021). It was further observed to spread to higher elevations (Pyke et al., 2016). With this, *B. lucorum* is a suitable model organism to observe plastic transcriptome changes related to temperature changes and may lead to predictions about how widespread bumblebees may adapt to changing climate. In addition, *B. lucorum* is a ground-nesting bumblebee species that is likely to suffer the most from grazing livestock. First, we examine the transcriptomic response along the elevation gradient (Figure 1A). To verify that elevational patterns in the transcriptome can be assigned to the change in temperature and not to co-varying factors (e.g. dropping partial pressure of respiratory gases, radiation, or vegetation), we, second, compared gene expression patterns from the elevational gradient with gene expression differences between individuals that were sampled during warm and cool days, but within the same elevational belt. In parallel, we examine critical thermal limits along the elevational gradient (Figure 1B). Finally, we analyzed the effect of livestock grazing on gene expression, as an alternative or additional stressor along the elevational slope. Overall, this approach allows us to identify regulatory factors that contribute to adaptation to global change stressors for bumblebees in temperate climates.

## Results

### *Bombus lucorum* gene expression patterns along elevation

We analyzed the expression of 10,581 protein-coding genes based on RNA-seq data (Table S4). 

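Thorax and abdomen of 81 B. lucorum workers from 16 sites were sequenced as 1 library per bee, after the legs, wings and gut had been removed. The deposited values are the reads counted on the exons of each gene of the B. terrestris assembly Bter_1.0, without normalization. Reads that matched several genes or positions were counted there as fractions, so that 28.5% of the values are not whole numbers. The table lists 10581 genes, and 7 of them have no read in any bee. Between 15700759 and 33784279 reads per bee were counted on genes, with a median of 24837758 in the 30 lowland bees, 27732166 in the 25 mid-elevation bees and 25014899 in the 26 highland bees. The 6 lowland sites lie between 641 and 987 m, the 5 mid-elevation sites between 1140 and 1423 m and the 5 highland sites between 1579 and 1930 m. Livestock grazed all 5 mid-elevation sites, 3 of the lowland sites and 1 of the highland sites, so that belt and grazing are unevenly combined. The counts were rounded to whole numbers, scaled between libraries with the TMM method of edgeR and tested with its quasi-likelihood F test, with the 3 belts in 1 model. The test covered the 9475 genes that passed the filter of edgeR on low counts. Genes with a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 0.5 in either direction were called, which are the thresholds of the paper. This test takes each bee as an independent sample, whereas the bees of 1 site had an average residual correlation of 0.105 (estimated with limma). Expression of single genes is given as CPM, which edgeR computes from the counts and the scaled library sizes.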

When equally splitting the elevational gradient and comparing these elevation belts with each other, we detected 18 and 20 upregulated genes in the highlands compared with lowlands and mid-elevations, respectively (Figures 2A and 2B). 

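In the highland bees, 17 genes were higher than in the lowland bees and 10 genes were higher than in the mid-elevation bees. With 1 site left out at a time, the first of these counts ranged from 1 gene without the lowland site T4 to 85 genes without the lowland site T3. The second ranged from 0 genes without the mid-elevation site H4, where edgeR had 1171 genes at an unadjusted p under 0.05, to 113 genes without the mid-elevation site Wmb2. With the counts summed per site, edgeR called 0 genes in either direction for highland against lowland, where 606 of 9998 genes had an unadjusted p under 0.05 and 500 would by chance. DESeq2 with the fold-change prior that the paper used called 18 higher and 97 lower genes from the single bees. Of the genes higher than in the lowland, trypsin 3A1 isoform X1 (LOC100644527) had the smallest p, with 8.73 ± 36.4 CPM (SD, n = 26) in the highland and 1.10 ± 1.03 CPM (SD, n = 30) in the lowland. A single bee of the highland site Wma6 carried 63.8% of the CPM of this gene over all bees, and the medians were 1.42 and 0.721 CPM. Its log2 fold change was 2.995 (standard error 0.529, adjusted p = 0.00213 from edgeR), but 0.37 with site Wma6 left out (adjusted p = 0.638). LOC100645781, which the tables do not name, had a log2 fold change of 1.80 (standard error 0.371, adjusted p = 0.0124). Without the highland site H6 the log2 fold change of LOC100645781 was -0.025, and 1 bee held 42% of its CPM. GTP-binding protein 2 (LOC100647853) rose from 90.3 ± 32.9 CPM (SD, n = 30) in the lowland to 138 ± 55.8 CPM (SD, n = 26) in the highland, a log2 fold change of 0.62 (standard error 0.131, adjusted p = 0.016). With a site left out, the log2 fold change of GTP-binding protein 2 stayed between 0.51 and 0.75, and 2 of the 16 fits lost its call (highest adjusted p = 0.077). Against the mid-elevation bees, LOC100644527 and LOC100645781 were again first, with log2 fold changes of 2.71 and 1.76, which were 0.086 without site Wma6 and -0.063 without site H6. The next gene, calexcitin-2 (LOC100645836), had 76.0 ± 56.6 CPM (SD, n = 26) in the highland and 42.0 ± 16.7 CPM (SD, n = 25) at mid-elevation, a log2 fold change of 0.86 (standard error 0.194, adjusted p = 0.032). Its call was lost in 5 of the 16 fits without a site, and its log2 fold change was 0.68 without site H6 (adjusted p = 0.218).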

The mid-elevation area showed 17 and 20 upregulated genes compared with lowland and highland, respectively (Figures 2B, 2C, and Table S5). 

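The mid-elevation bees had 11 genes higher than the lowland bees and 10 genes higher than the highland bees. With grazing added to the model, these counts were 23 and 32. Compared with the highland, mucin-5AC isoform X1 (LOC100649715) had the smallest p, with 10.5 ± 20.9 CPM (SD, n = 25) at mid-elevation and 1.20 ± 0.779 CPM (SD, n = 26) in the highland. The medians of this gene were 1.07 and 1.05 CPM, so that the log2 fold change of -3.13 (mid-elevation to highland, standard error 0.534, adjusted p = 0.00094 from edgeR) came from a part of the mid-elevation bees. A mucin-5AC gene on another contig (LOC100649549) showed the same form, with medians of 0.931 CPM at mid-elevation and 0.843 CPM in the highland beside a log2 fold change of -2.21 (standard error 0.46, adjusted p = 0.0171). The uncharacterized gene LOC100647502 had a log2 fold change of -1.44 (standard error 0.289, adjusted p = 0.017). Compared with the lowland, LOC100644538 was higher by a log2 fold change of 1.39 (standard error 0.279, adjusted p = 0.0104), and 1 bee held 25.1% of its CPM. Without the mid-elevation site Wma2 the log2 fold change of LOC100644538 was 0.33 (adjusted p = 0.583). LOC100643608 had 5420 ± 16300 CPM (SD, n = 25) at mid-elevation and 690 ± 783 CPM (SD, n = 30) in the lowland, and its highest bee held 40.4% of the CPM. The first mucin-5AC gene was also called here, with a log2 fold change of 2.42, although its lowland median of 1.24 CPM lay above that at mid-elevation.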

The greatest amounts of upregulated genes were observed for the bumblebees from lowland sites with 44 vs mid-elevation and 97 vs highland (Figures 2A, 2C, and Table S5). 

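The lowland bees had 24 genes higher than the mid-elevation bees and 48 genes higher than the highland bees. Between the lowland and the highland, leaving out site H6 reduced the 48 genes to 1, and leaving out site T3 raised them to 163. Of all 65 genes called between these belts, 21 had belt medians less than 0.5 apart on the log2 scale, and in 11 genes a single bee held more than 20% of the CPM of both belts. MutS protein homolog 4 (LOC100646119) had the smallest p, at 1.96 ± 6.07 CPM (SD, n = 30) in the lowland and 0.449 ± 0.262 CPM (SD, n = 26) in the highland. Its log2 fold change from lowland to highland was -2.10 (standard error 0.421, adjusted p = 0.011 from edgeR) and -1.12 without site H2. With a site left out, 15 of the 16 fits kept its call (highest adjusted p = 0.0847 from edgeR). Dynein heavy chain 17, axonemal (LOC100650986) had 0.409 ± 0.228 CPM (SD, n = 30) in the lowland and 0.176 ± 0.128 CPM (SD, n = 26) in the highland, a log2 fold change of -1.20 (standard error 0.266, adjusted p = 0.0239). WD repeat-containing protein 63 (LOC100642641) had a log2 fold change of -0.94 (standard error 0.214, adjusted p = 0.0271), and 4 of the 16 fits without a site lost its call. Between the lowland and mid-elevation, serine/threonine-protein phosphatase 4 regulatory subunit 1 isoform X3 (LOC100650884) had 70.4 ± 15.7 CPM (SD, n = 30) in the lowland and 48.4 ± 11.9 CPM (SD, n = 25) at mid-elevation. Its log2 fold change of -0.54 (lowland to mid-elevation, standard error 0.0987, adjusted p = 0.00437) stayed between -0.59 and -0.48 with a site left out. High mobility group B protein 4 (LOC100642589) had a log2 fold change of -1.14 (adjusted p = 0.00805), and protein Hook homolog 1 isoform X1 (LOC100649120) had one of -0.89 (adjusted p = 0.0128).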

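Names were at hand for 1777 genes of the table and for 17.6% of the genes tested, from the part of Table S4 that could be read, from Tables S5, S7 and S9 and from the count table. Among them, 29 genes were assigned by name to the families that had been linked to temperature or elevation stress. These were 11 heat shock genes, 13 cytochrome P450 genes and 5 DnaJ genes. Genes named protein lethal(2)essential for life were counted as heat shock genes, although this name does not state the family. Cold shock proteins, calumenin, flotillin, BAG proteins and phosphofructokinase had 0 named members, so that no value can be given for them. Of the 29 genes, 14 had their name only from the tables of regulated genes or the count table. All 29 were tested in each comparison of belts, and edgeR called 0 of them, with 4, 5 and 5 genes at an unadjusted p under 0.05 for highland against lowland, highland against mid-elevation and mid-elevation against lowland. Adjusted over the list alone, 2, 1 and 0 genes passed, which is not independent evidence where the study picked the list on these bees. DESeq2 with the prior of the paper called 2 of the 29 genes, both between highland and lowland. Chaperone protein dnaJ 1, mitochondrial (LOC100645838) had 11.4 ± 8.11 CPM (SD, n = 26) in the highland and 6.97 ± 4.42 CPM (SD, n = 30) in the lowland. Its log2 fold change was 0.71 (standard error 0.219, adjusted p = 0.0706) by edgeR and 0.53 (standard error 0.161, adjusted p = 0.0423) by DESeq2. Within the grazed sites, which include a single highland site, the log2 fold change of dnaJ 1 was -0.068 (adjusted p = 0.977). Cytochrome P450 306a1 (LOC100650054), which the rule for naming genes does not cover, had a log2 fold change of -0.65 (standard error 0.199, adjusted p = 0.0676) by edgeR and -0.52 (adjusted p = 0.0374) by DESeq2.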

A check for genes that are important in temperature or elevation stress responses (calumenin, flotillin, cytochrome P450, chaperone DnaJ, BAG proteins, phosphofructokinase, heat shock proteins, cold shock proteins) (Liu et al., 2020a, 2020b; Pimsler et al., 2020; Sivan et al., 2017) did not show a significant change between the elevational belts (Figures 2, S1 and S2). 

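The comparisons of belts called 107 different genes, and the tables at hand named 79 of them. Of the 79 named genes, 20 (25.3%) were listed as uncharacterized proteins. The share was 10% of the 50 named genes between highland and lowland, 43.8% of 16 between highland and mid-elevation and 40.9% of 22 between mid-elevation and lowland. Genes without a name in these tables were left out of the shares.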

One-third of the significantly regulated genes do not currently have annotation in the reference bumblebee (*B. terrestris*) genome (Table S5), and the other significantly regulated genes did not show a clear association with a particular functional group of enzymatic pathways. However, if we analyzed the different pathways based on the log2fold change via GSEA analyses, which considers all genes involved in one pathway in parallel, we observed an upregulation from mid-elevation and highland *B. lucorum* samples of the carbon metabolism (Glycolysis/Gluconeogenesis, Fructose and mannose metabolism, Pyruvate metabolism, TCA cycle, Glycine, serine and threonine metabolism, starch and sucrose metabolism) and oxygen transformation pathways compared with lowland bumblebees (Figures 3A, 3B, and Table S6). Additionally, in mid-elevation bumblebees N-glycosylation pathways were upregulated compared with lowland and highland bumblebees, whereas detoxification pathways were upregulated compared with lowland bumblebees (Figures 3A, 3C; Table S6). 

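Table S6 gives, for each enriched pathway, the genes that drove its enrichment. These genes were joined over all comparisons into 1 list per pathway, because the complete pathway membership is not in the files. Members of a list were thus picked by the study on the same bees, and only part of them came from another comparison. Each of 51 lists with enough tested genes was tested with the camera method of limma, at its preset inter-gene correlation of 0.01, and p values were adjusted over the lists. From lowland to highland, the 26 genes of the TCA cycle had a median log2 fold change of 0.48 (adjusted p = 2.69e-05), and 23 of them were above 0. All 23 genes of glycolysis were above 0, with a median of 0.46 (adjusted p = 2.66e-07). For oxidative phosphorylation, whose 30 genes were all taken from the list of the grazing comparison because those of the belts are incomplete in the file, the median was 0.13 (adjusted p = 0.0104). From lowland to mid-elevation, the medians were 0.43 for the TCA cycle (adjusted p = 3.03e-05), 0.35 for glycolysis (adjusted p = 5.1e-05) and 0.44 for oxidative phosphorylation (adjusted p = 4.48e-08). The 24 and 23 TCA cycle genes that other comparisons listed, most of which are also in the list of the same comparison, had medians of 0.49 in the highland and 0.45 at mid-elevation, a test chosen after seeing the data. Under the rotation test fry, none of these 3 lists passed in either comparison (adjusted p from 0.0926 to 0.483), and none passed with the inter-gene correlation estimated for each list (adjusted p from 0.302 to 0.704). Other metabolic lists, drawn up from these same 2 comparisons, also passed camera in both, with medians from lowland to mid-elevation of 0.43 for pyruvate, 0.20 for fructose and mannose, 0.22 for glycine, serine and threonine and 0.14 for starch and sucrose metabolism. These lists passed fry at mid-elevation (adjusted p = 0.0478, 0.0416, 0.0306 and 0.0456 in the same order). From lowland to highland their medians were 0.48, 0.24, 0.24 and 0.35, of which starch and sucrose metabolism passed fry (adjusted p = 0.0483, the others 0.102, 0.187 and 0.187). With an estimated correlation they had an adjusted p of 0.252 at mid-elevation and 0.491 in the highland. Within the grazed sites the 3 lists first given moved most, to 0.082 for the TCA cycle, 0.12 for glycolysis and -0.56 for oxidative phosphorylation between highland and lowland. Oxidative phosphorylation also changed direction without site H6, to -0.13. A single highland site was grazed. Between mid-elevation and lowland, the same 3 lists still passed camera within the grazed sites. Their medians were 0.33 for the TCA cycle (adjusted p = 0.00631), 0.24 for glycolysis (adjusted p = 0.000658) and 0.17 for oxidative phosphorylation (adjusted p = 0.0144).
With each list reduced to 1 score per site (the mean over its genes of log2 CPM, centred and divided by the SD of the gene), the TCA cycle scored 0.15 ± 0.304 (SD, n = 5 sites) in the highland, 0.139 ± 0.163 (SD, n = 5) at mid-elevation and -0.243 ± 0.381 (SD, n = 6) in the lowland. The difference between highland and lowland sites was larger than most splits of the 11 sites gave for the TCA cycle and glycolysis, but not to a p under 0.05 (two-sided exact permutation p = 0.102 for the TCA cycle, 0.0801 for glycolysis and 0.53 for oxidative phosphorylation). Between mid-elevation and lowland sites the exact permutation p was 0.0714, 0.0758 and 0.136 for the same lists, where 0.00216 is the smallest p these numbers of sites allow. From the higher carbon metabolism and oxygen transformation pathways of the mid-elevation and highland bees, the paper proposes that B. lucorum meets lower temperatures by producing more energy.

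**Figure D1:**
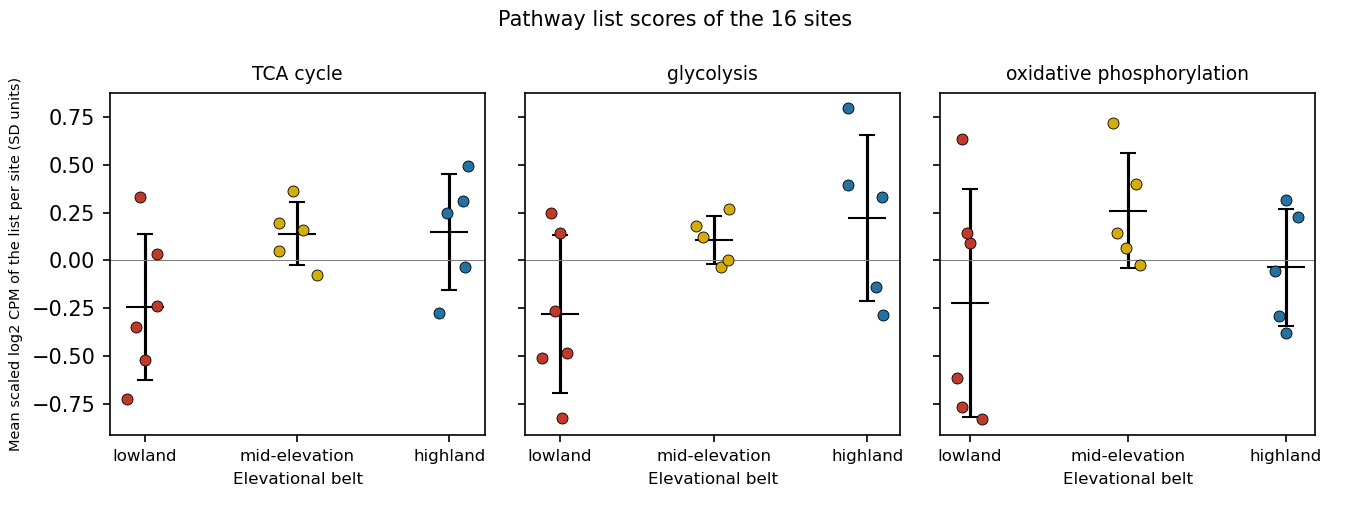
Pathway scores of the 16 sites by elevational belt for the TCA cycle, glycolysis and oxidative phosphorylation, in SD units of log2 CPM. Each point is 1 site and the bars show the mean ± SD of a belt, with lowland means of -0.243, -0.28 and -0.223.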

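Lists for N-glycan biosynthesis (29 genes) and for detoxification enzymes (40 genes) were made in the same way. From mid-elevation to highland, the median log2 fold change of the N-glycan genes was -0.17 (camera adjusted p = 4e-06), and 2 genes were above 0. From lowland to mid-elevation it was 0.13 (camera adjusted p = 0.00033), with 24 genes above 0. The detoxification genes had a median of 0.21 between lowland and mid-elevation (camera adjusted p = 2.98e-07), and 39 of the genes in this list came from the list of this comparison. The 10 genes that other comparisons listed, most of which are also in the list of this comparison, had a median of 0.28 (camera adjusted p = 0.0122), a test chosen after seeing the data. Under fry, the detoxification genes passed (adjusted p = 0.0161), and the N-glycan genes did not (adjusted p = 0.125 against the highland and 0.103 against the lowland). The list named various types of N-glycan biosynthesis (17 genes) had a median of -0.25 from mid-elevation to highland and 0.20 from lowland to mid-elevation, and it passed fry in both (adjusted p = 0.0413 and 0.0441). With an estimated inter-gene correlation, none of these lists passed. The N-glycan score of the mid-elevation sites was 0.257 ± 0.309 (SD, n = 5 sites) and that of the highland sites -0.243 ± 0.249 (SD, n = 5), a difference larger than most splits of the sites gave (two-sided exact permutation p = 0.0238, adjusted over the 23 lists and comparisons so tested 0.293). Against the lowland sites the exact permutation p was 0.208 for N-glycan biosynthesis and 0.0779 for detoxification.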

Overall, the transcriptome from bumblebees sampled in mid-elevation was more like the transcriptome from highland samples, than from lowland samples. 

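The distance between 2 belts was measured as the root mean square of the differences between their mean log2 CPM over all tested genes. Each bee was weighted equally, so that sites with more bees counted more. It was 0.236 between highland and mid-elevation, 0.326 between mid-elevation and lowland and 0.401 between highland and lowland. Repeated shuffling of the sites among the belts gave medians of 0.261, 0.248 and 0.25 for these distances. Mid-elevation lay farther from the lowland than from the highland by 0.09, which shuffled sites often exceeded (two-sided permutation p = 0.37). The largest distance, between highland and lowland, had a permutation p of 0.1.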

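Of the 48 genes lower in the highland than in the lowland, 3 belonged to any of the 52 pathway lists, and at most 2 fell into the same list, DNA replication. Of the 24 genes lower at mid-elevation than in the lowland, 1 belonged to a list, MAPK signaling pathway - fly. The remaining 45 and 23 genes were in none of the lists, which hold only genes that drove an enrichment in Tables S6, S8 and S10 and not whole pathways.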

Even though we find more single downregulated genes in mid-elevation and highland when compared with lowlands (Figure 2 and Table S5), these genes could not be grouped into specific pathways (Figure 3 and Table S6).

**Figure 1:**
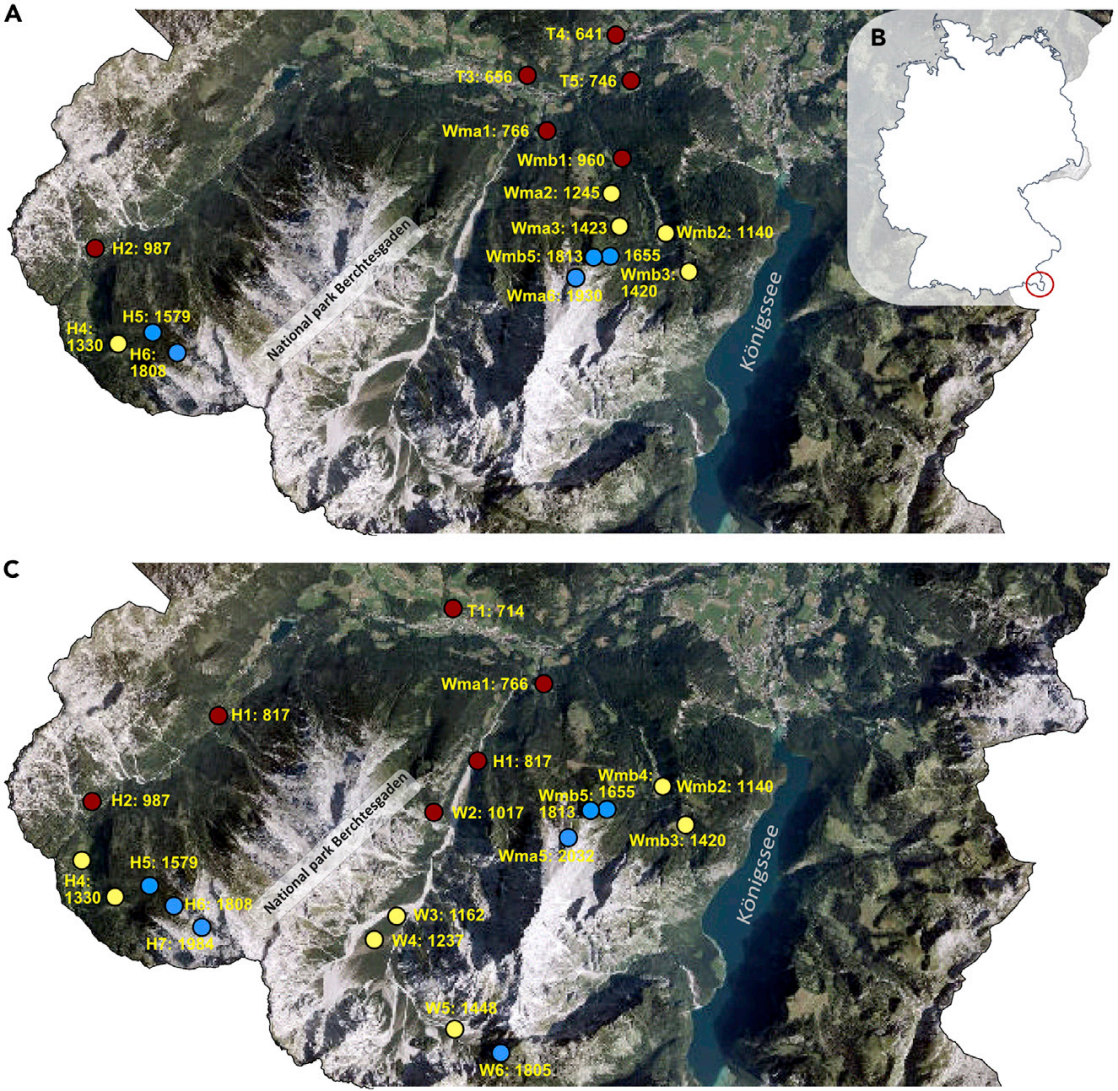
*B. lucorum* sample sites Bumblebee sample sites for the transcriptomic analyses (A) and the measurement of thermal tolerance (C), collected in and outside the Nationalpark Berchtesgaden, which is located in the south-eastern tip of Bavaria, Germany (B). Study sites covered an elevational range from 641 to 2,032 m a.s.l. (elevation given for each study site in meters above sea level). Dot color signals the elevational band (red = lowlands, yellow = mid-elevations, blue = highlands), which was used as the factor in the transcriptome analyses.

**Figure 2:**
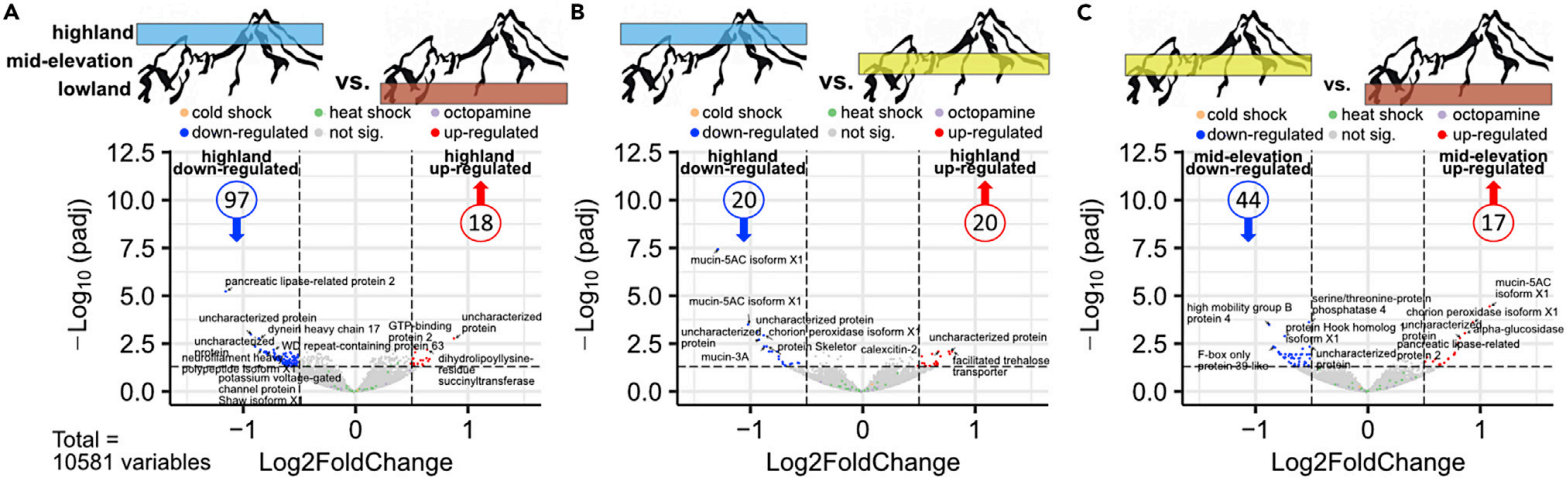
RNA-seq expression patters between different elevation belts Summary of the RNA-seq expression patterns by volcano plots obtained from DESeq2 analysis (*x*-axis represents the log2 of the fold change between the gene expression of two groups; the *y*-axis represents the negative decade logarithm of the adjusted *p*-value) for the three different comparisons between *B. lucorum* samples from the different elevation groups: highland vs lowland (A); highland vs mid-elevation (B); mid-elevation vs lowland (C). Red and blue points mark the genes with significantly increased or decreased expression respectively for the different group comparisons regarding always the first mentioned elevation group as up-regulated (reddish colors) and down-regulated (bluish colors). Most significant expressed genes were labeled with their name. Selected genes known to be involved in elevational adaption from other studies are highlighted in ochre (genes coding for cold shock protein), green (genes coding for heat shock protein) and purple (genes coding for octopamine protein), which all lay in the group of not significant regulated genes. Dashed lines represent applied significance thresholds.

**Figure 3:**
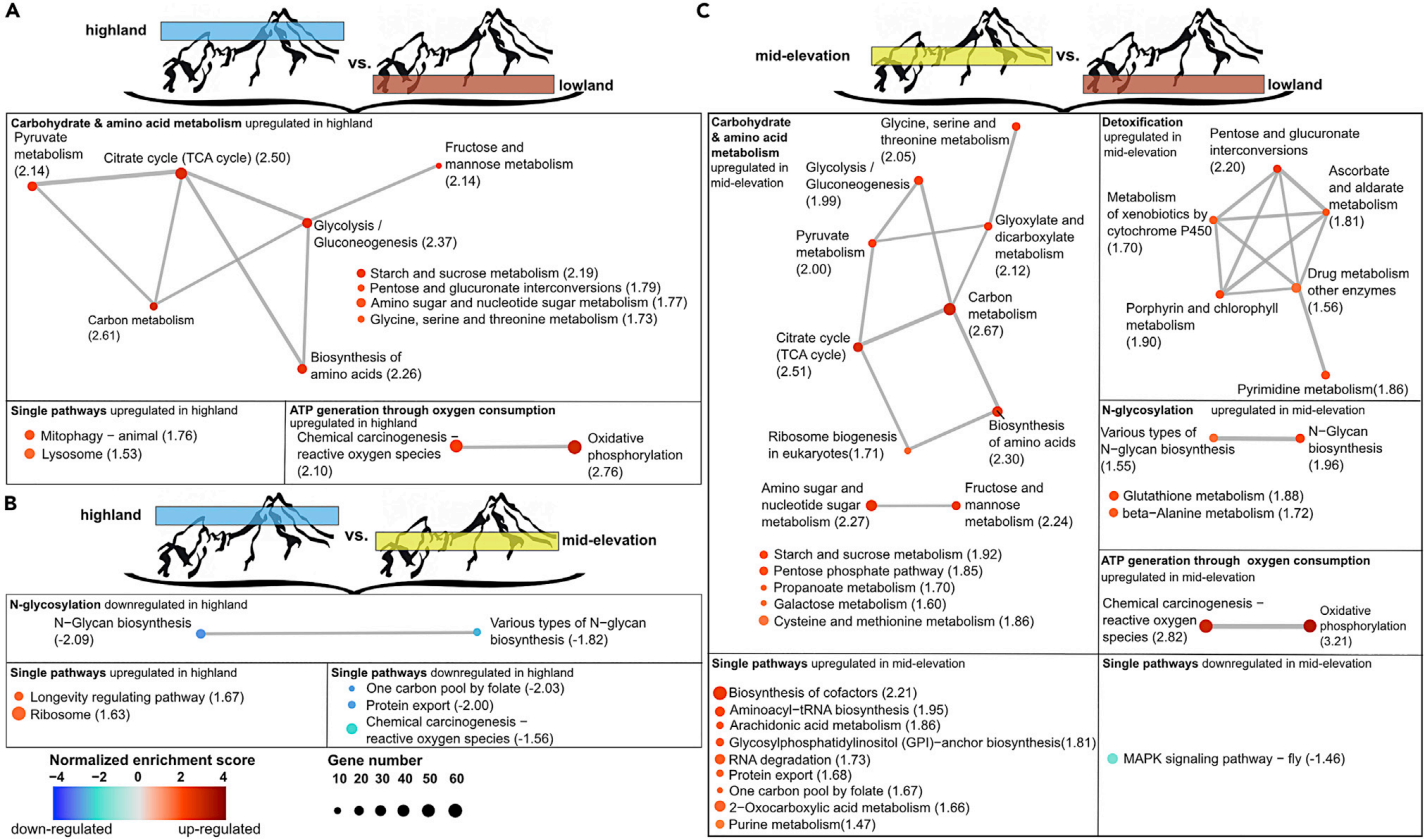
Gene set enrichment analysis (GSEA) between the different elevation belts Enrichment map representation of the ranked GSEA results obtained for two-way comparative analysis between *B. lucorum* samples from each elevation gradient group: highland vs lowland (A); highland vs mid-elevation (B); mid-elevation vs lowland (C). Enrichment maps from GSEA showing gene sets in an interaction network with nodes of transcripts received by RNA-seq with moderately conservative statistical significance (*p* < 0.005, FDR < 0.05, and overlap coefficient = 0.2). Clustered sub networks of nodes (depicted as dotted circles) reflect generic functional networks. Nodes represent enriched gene sets, where node size corresponds to the number of genes and color intensity corresponds to normalized enrichment score. Edges represent overlap between gene sets with line thickness correlating to the degree of overlap. Pathways were manually grouped into different categories based on their KEGG assignment.

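The mean annual temperature that the paper lists for each of the 16 sites fell from 9.0 to 4.6 °C with elevation. Pearson's r with elevation was -0.994 and Spearman's rho was -0.995 (permutation p = 1e-05 for each, the smallest that the shuffles can give). The paper predicted these temperatures from climate stations with models that include elevation. A close relation was thus built in, and the p values are no independent evidence for it. Without the 2 sites farthest from the median elevation, r was -0.993.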

Importantly, elevation and mean annual temperature (MAT) are strongly correlated (Persons *R* = 0.99). Accordingly, grouping the elevational gradient in lowlands, mid-elevations and highlands equals a categorization in three different MAT categories (warm, medium, cold), and produces the same results.

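The mean annual temperatures of the belts do not overlap. They ranged from 8.0 to 9.0 °C at the lowland sites, from 6.4 to 7.5 °C at mid-elevation and from 4.6 to 5.8 °C in the highland. A grouping of the sites by these ranges therefore holds the same bees as the belts.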

### *Bombus lucorum* gene expression patterns under low and high sampling temperature

To verify that the upregulation of the carbon metabolism and oxygen transformation pathways in bees sampled in mid- and highlands compared with lowland samples is a response to the different temperature regimes, we investigated transcriptomic responses to different sampling temperatures. 

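The comparison of sampling temperatures used the 30 lowland bees alone. Of these, 17 were caught at 20.6 to 23.5 °C and 13 at 14.8 to 18.5 °C. Site T4 gave 2 bees at the higher and 3 at the lower temperatures, and each of the other lowland sites belonged to 1 class, so that site and temperature class are largely the same thing. The reads counted on genes ranged from 16296367 to 32098326 per bee (median 25080896) in the high class and from 15700759 to 28166011 (median 24663760) in the low class. Counts were treated as for the belts, in a model with the 2 classes, and 9305 genes were tested. The average residual correlation between bees of the same site was 0.125. For tests on sites, the bees were averaged into 4 units of the high class and 3 of the low class.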

We assume that those will show similar patterns if temperature is the driving force. Indeed, when splitting the lowland samples into lower (14.8–18.5°C) and higher (20.6–23.5°C) environmental temperature during sampling, we observed a similar trend for bumblebee samples during low sampling temperature as for the higher elevation samples. 

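The log2 fold changes of low against high sampling temperature in the lowland were compared with those of highland against mid-elevation, which share no bee. Across 9303 genes, Spearman's rho was 0.0855 for the edgeR values. For differences of mean log2 CPM between the groups, each bee weighted equally, rho was 0.0656. Genes are not independent replicates, so rho was recomputed for all 252 splits of the 10 mid-elevation and highland sites. Other splits gave rho between -0.395 and 0.395, and the real one was within this range (two-sided exact permutation p = 0.627). Comparisons with the lowland belt were not used here, because they share the lowland bees and so are not independent of the temperature classes. From the shared rise of the TCA cycle, the paper concludes that temperature, more than other factors that change with elevation, drives the response along the gradient.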

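The 26 genes of the TCA cycle list were lower at high than at low sampling temperatures, with a median log2 fold change of -0.34 (camera adjusted p = 0.0311), and 3 genes were above 0. Genes taken from the list of this very comparison made up 18 of the 26. With the 24 genes that other comparisons listed, a set chosen after seeing the data, the adjusted p was 0.0559. The list did not pass under fry (adjusted p = 0.437), with an estimated inter-gene correlation (adjusted p = 0.876) or with site as a random block (median -0.25, adjusted p = 0.0735). It passed with counts summed per site (median -0.47, camera adjusted p = 0.00301). With covariates chosen after seeing the data it also passed, at a median of -0.48 with a score of gut-type transcripts (adjusted p = 0.000226) and -0.56 with a gene length slope (adjusted p = 1.05e-06). Leaving out the grazed site Wmb1 changed its direction, to a median of 0.13 (adjusted p = 0.99). The 23 glycolysis genes had a median of -0.25 (camera adjusted p = 0.164), which became 0.14 without site Wmb1. Averaged per site, the TCA cycle scored -0.414 ± 0.378 (SD, n = 4 units) at high and -0.129 ± 0.401 (SD, n = 3) at low temperatures, a difference that other splits of the units often gave (two-sided exact permutation p = 0.4, where 0.0286 is the smallest possible).

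**Figure D2:**
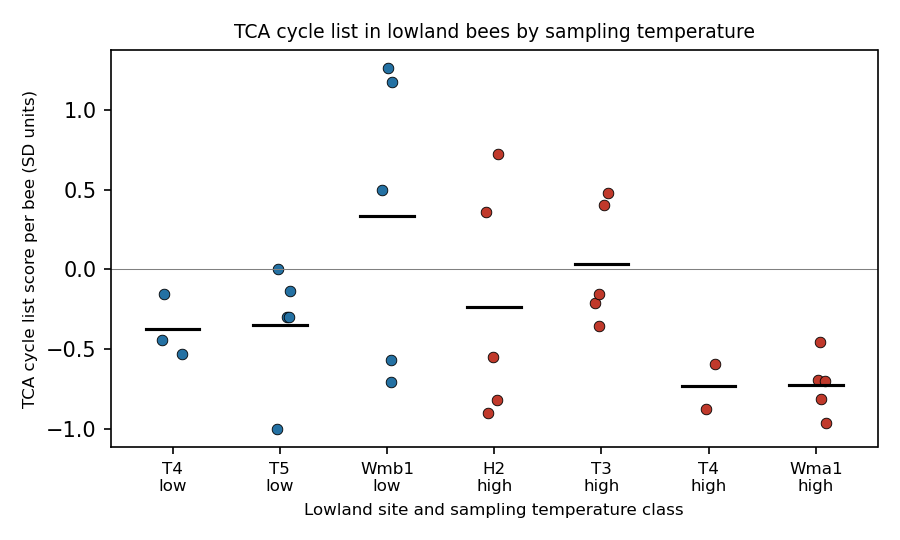
TCA cycle score of each lowland bee by site and sampling temperature class, in SD units of log2 CPM. Each point is 1 of 30 bees and the bars are means of the 4 units at high and the 3 at low sampling temperatures.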

Parts of the carbon cycle (TCA cycle) were upregulated under lower sampling temperatures (Figure 4B and Table S8). In these analyses, we found 501 single expressed genes up-, and 258 down-regulated when bumblebees were collected during higher sampling temperatures and compared with bumblebees collected during lower sampling temperatures (Figure 4A and Table S7). 

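At high sampling temperatures 288 genes were higher and 90 lower than at low temperatures. Leaving out site T4, which holds bees of both classes, reduced these counts to 31 and 20. Counts summed per site and class left 1 gene, the uncharacterized LOC100648940, with a log2 fold change of 1.70 (standard error 0.111, adjusted p = 0.00462 from edgeR), which was named here after its value was seen. With site as a random block in limma 0 genes were called, although 1388 of 9305 genes had an unadjusted p under 0.05, and DESeq2 with the prior of the paper called 501 and 258 genes. With the sampling temperature in °C in place of the classes, 146 genes were higher and 70 lower, and 173 of these 216 were among the 378 genes called from the classes. A score of gut-type transcripts, the mean level of 6 genes named as peritrophins or chymotrypsins, was added to the model after the data were seen and left 7 higher and 2 lower genes, and the log2 fold change of balbiani ring protein 3 (LOC105666417) was then 0.79 (adjusted p = 0.436). Of the higher genes, signal peptidase complex subunit 1 (LOC100643201) had 26.0 ± 4.45 CPM (SD, n = 17) at high and 18.1 ± 2.37 CPM (SD, n = 13) at low temperatures, a log2 fold change of 0.52 (standard error 0.0885, adjusted p = 0.00659). Translocon-associated protein subunit beta (LOC100650833) had 93.3 ± 24.2 CPM (SD, n = 17) and 58.8 ± 9.81 CPM (SD, n = 13), a log2 fold change of 0.66. Balbiani ring protein 3 had 9.12 ± 11.2 CPM (SD, n = 17) and 0.562 ± 0.334 CPM (SD, n = 13), a log2 fold change of 4.04 (standard error 0.745), which lost its call without site T5 (adjusted p = 0.0504). Of the lower genes, calcium uptake protein 3, mitochondrial isoform X1 (LOC100647076) had 32.2 ± 11.6 CPM (SD, n = 17) at high and 67.9 ± 22.6 CPM (SD, n = 13) at low temperatures, a log2 fold change of -1.08 (standard error 0.182). Coiled-coil domain-containing protein 43 (LOC100644251) had a log2 fold change of -0.61 (standard error 0.111). These genes all had the same adjusted p, and the next, solute carrier family 2, facilitated glucose transporter member 1 isoform X2 (LOC100642581), had a log2 fold change of -0.94 (standard error 0.179, adjusted p = 0.00768).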

Around 25% of these up- and down-regulated genes originate from uncharacterized proteins. 

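The tables at hand name 363 of the 378 genes called by edgeR, and 89 of these (24.5%) are listed as uncharacterized proteins.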

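Among the 90 genes lower at high sampling temperatures, 9 belonged to any of the pathway lists, at most 2 to the same one, Biosynthesis of amino acids. None came from the lists of the TCA cycle, glycolysis or fatty acid metabolism, of which edgeR called 0 of 26, 23 and 17 genes, also without the fold-change threshold. The 17 fatty acid genes, all listed by the grazing comparison, had a median log2 fold change of -0.21 (camera adjusted p = 0.167), and 5 of them were above 0. With the counts summed per site, this list passed the threshold (median -0.26, camera adjusted p = 0.0317). The lists hold only genes that drove an enrichment, so that other genes of these pathways are not counted.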

Within the downregulated genes at high temperatures, 15 expressed genes could be linked to the fatty acid metabolism and 11 transcripts to the carbon metabolism based on KEGG annotation. From the upregulated genes during high sampling temperatures, 11 expressed genes can be grouped together in the formation of lysosomes, 11 genes belonged to amino sugar and nucleotide sugar formation, and 8 genes were involved in neuroactive ligand-receptor interaction.

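Among the 288 genes higher at high sampling temperatures, 8 belonged to the list of the lysosome and 4 to that of amino sugar metabolism, and 35 to any list. The list for neuroactive ligand-receptor interaction, drawn up from the grazing comparison, had 3 of its 21 tested genes among the higher ones and a median log2 fold change of 0.21 (camera adjusted p = 0.167). The 49 tested lysosome genes had a median log2 fold change of 0.34 (camera adjusted p = 0.00265), with 33 above 0, and the 35 amino sugar genes one of 0.35 (camera adjusted p = 0.000214), with 27 above 0. Neither passed under fry (adjusted p = 0.333 and 0.189). With the score of gut-type transcripts in the model, the lysosome median became -0.042 (adjusted p = 0.789) and the amino sugar median 0.092 (adjusted p = 0.29). The scores of high and low units differed more than in most splits of the units, but not to a p under 0.05, for the lysosome (two-sided exact permutation p = 0.2) and for amino sugar metabolism (exact permutation p = 0.0857).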

**Figure 4:**
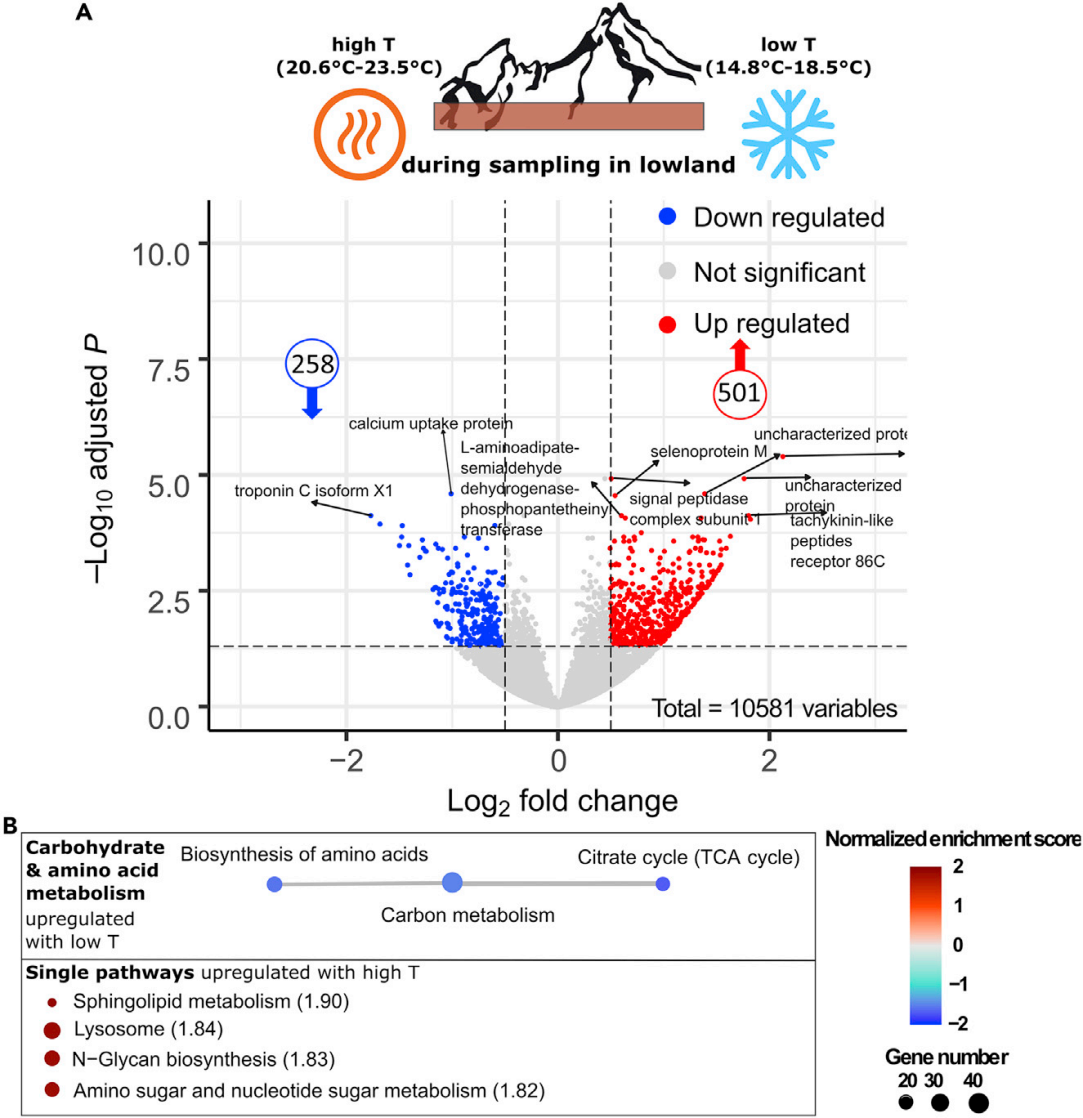
Summary of the RNA-seq results between *B. lucorum* sampled at high and low temperatures in lowland Summary of the RNA-seq results by volcano plot (A) obtained from DESeq2 analysis (*x*-axis represents the log2 of the fold change, *y*-axis represents the negative decade logarithm of the significance value) and Enrichment Map representation of the ranked GSEA results (B) between high and low temperatures during sampling of *B. lucorum* in lowland with moderately statistical significance (*p* < 0.1, FDR < 0.1, and overlap coefficient = 0.2). A detailed description of the different shown parameters can be obtained from Figures 2 and 3.

### Bumblebee CT_min_ and CT_max_ along the elevation gradient

We observed no difference in *B. lucorum* physiological thermal tolerance (mean CTmin and CTmax), when testing individuals from different elevational belts against each other (Figures 5 and Table S3) (ANOVA, CTmin: df = 2, *F* = 0.64, *p* = 0.532; CTmax: df = 2, *F* = 0.82, *p* = 0.45). Both CTmin and CTmax were neither affected by body size of the specimen, which we approached by measuring the intertegular distance (ITD) (CTmin: *F* = 0.60 *p* = 0.444; CTmax *F* = 0.21 *p* = 0.648) nor by dry body weight (CTmin: *F* = 0.42 *p* = 0.522; CTmax *F* = 0.33 *p* = 0.569).

**Figure 5:**
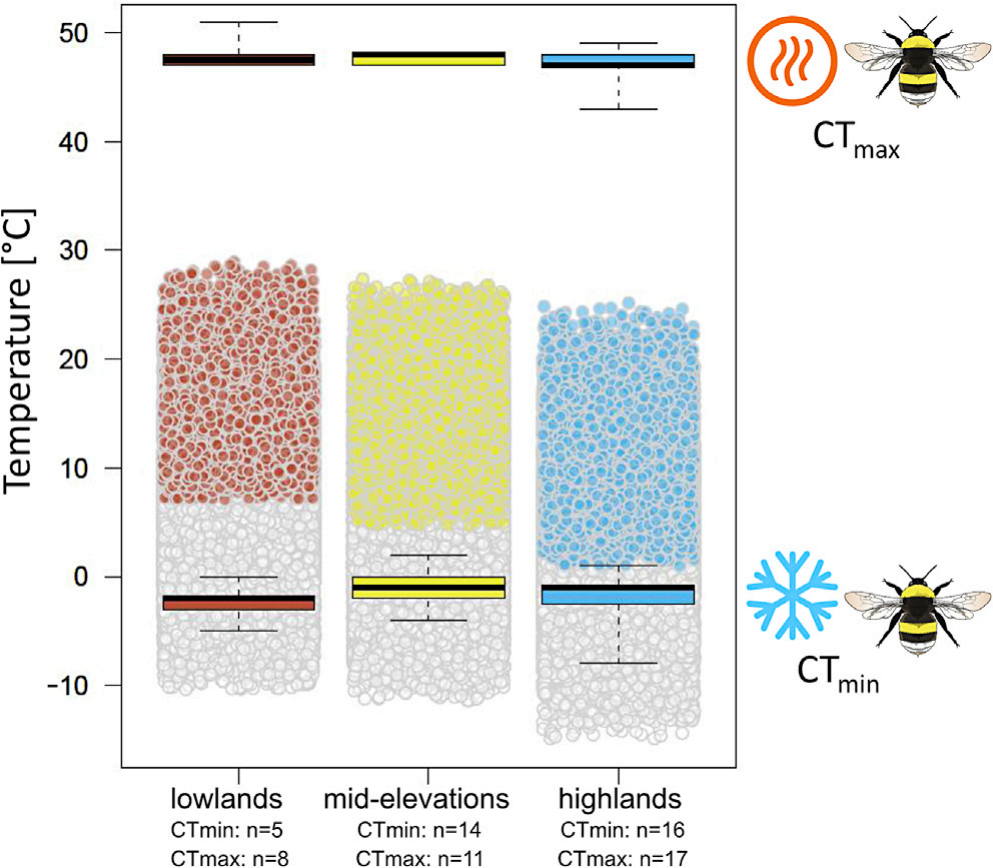
Thermal tolerance of *B. lucorum* along the elevation gradient Maximal (CTmax, upper boxplots) and minimal (Ctmin, lower boxplots) thermal tolerances for bumblebees at different elevational belts (714–1,017 m a.s.l.: lowland (red); 1,140–1,448 m a.s.l.: mid-elevation (yellow); 1,579–2,032 m a.s.l.: highland (blue). Dots in the middle represent hourly-measured temperature data in the study year in the respective elevational belts, with dots in color indicating summer temperatures measured from June to August, when the experiment was conducted. There were no significant differences in the mean CTmax and CTmin among elevational belts (ANOVA, *p* > 0.05). Boxes range from the first to the third quartile, whereas bold lines mark medians. Upper and lower whiskers mark the position of outliers.

### Effect of livestock grazing on bumblebee gene expression

The GSEA analyses of changes in the different KEGG pathways showed an upregulation of genetic information processes (e.g. DNA replication, Aminoacyl-tRNA biosynthesis, Mismatch repair, Ribosome biogenesis in eukaryotes) from *B. lucorum* on sites with livestock grazing pressure (Figure 6B and Table S10). Additionally, oxygen transformation processes (reactive oxygen species, oxidative phosphorylation) are upregulated. 

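The comparison of grazing used all bees, 45 from 9 grazed and 36 from 7 ungrazed sites. Between 15700759 and 33784279 reads were counted on genes in the grazed bees (median 26788993) and between 17855975 and 32939605 in the ungrazed bees (median 25046326). No mid-elevation site was ungrazed, and 21 of the ungrazed bees but 5 of the grazed bees came from the highland, so that grazing cannot be separated from elevation over the whole gradient. Within the lowland, the grazed sites (766 to 987 m) all lie above the ungrazed ones (641 to 746 m), so that grazing and elevation are not separated there either. In a model with the grazing classes, 9385 genes were tested. The residual correlation of bees of the same site was 0.115. The DNA replication list of 23 genes had a median log2 fold change of 0.15 on grazed sites (camera adjusted p = 8.16e-06), and every gene was above 0. For mismatch repair (6 genes) the median was 0.22 (camera adjusted p = 0.000243). Both lists come from the grazing comparison itself, so their direction is not independent evidence. Aminoacyl-tRNA synthetases had a median of 0.081 (33 genes, camera adjusted p = 0.000243), and ribosome biogenesis one of 0.11 (31 genes, camera adjusted p = 9.89e-06). The paper also lists ribosome biogenesis for grazing, but that list is incomplete in the file, so that the genes were taken from mid-elevation against lowland. Under fry mismatch repair alone of these 4 passed (adjusted p = 0.0116), while DNA replication had 0.0813, ribosome biogenesis 0.206 and aminoacyl-tRNA synthetases 0.221. None of the 4 lists passed with an estimated inter-gene correlation. Within the lowland, where both classes had 15 bees, none of the 4 lists passed camera, and DNA replication had a median of 0.067 (adjusted p = 0.617). With belt as covariate, mismatch repair (0.22, adjusted p = 0.00809) and ribosome biogenesis (0.078, adjusted p = 0.0245) passed, and DNA replication (0.046, adjusted p = 0.159) and aminoacyl-tRNA synthetases (0.059, adjusted p = 0.167) did not. Between the 3 grazed and 3 ungrazed lowland sites, the two-sided exact permutation p was 0.9, 0.2, 0.7 and 0.6 for DNA replication, mismatch repair, aminoacyl-tRNA synthetases and ribosome biogenesis, where 0.1 is the smallest possible.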

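The 30 genes of oxidative phosphorylation, all from the list of this comparison, were each above 0 on grazed sites, with a median log2 fold change of 0.31 (camera adjusted p = 0.00138). The list did not pass under fry (adjusted p = 0.603). With the belts added to the model the median was 0.26 and no longer passed camera (adjusted p = 0.325). Fitted by belt, the median was 0.63 in the lowland (camera adjusted p = 1.16e-05) and -0.55 in the highland (camera adjusted p = 0.000775), where a single site was grazed. The difference between these belts passed camera (adjusted p = 4.03e-09) but not fry (adjusted p = 0.279). Between the lowland sites the two-sided exact permutation p was 0.7. The list named chemical carcinogenesis - reactive oxygen species, from this comparison and from highland against mid-elevation, had a median of 0.26 on grazed sites (39 genes, camera adjusted p = 0.00598), with 38 genes above 0, and did not pass under fry (adjusted p = 0.608).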

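Several lists of amino acid metabolism were lower on grazed and so higher on ungrazed sites. Alanine, aspartate and glutamate metabolism (9 genes) had a median log2 fold change of -0.27 (camera adjusted p = 0.000417) and valine, leucine and isoleucine degradation (13 genes) one of -0.26 (camera adjusted p = 5.96e-06), each with no gene above 0, and both were drawn up from this comparison alone. Both passed under fry (adjusted p = 0.00295 and 0.0145), and the former also with an estimated inter-gene correlation (adjusted p = 0.0444). Beta-alanine metabolism had a median of -0.19 (camera adjusted p = 0.00379) and biosynthesis of amino acids one of -0.044 (camera adjusted p = 0.00598), and neither passed fry (adjusted p = 0.354 and 0.556). Glycine, serine and threonine metabolism (-0.077) and cysteine and methionine metabolism (0.019) did not pass camera. Neuroactive ligand-receptor interaction, from this comparison alone, had a median of -0.47 (camera adjusted p = 0.000157, fry adjusted p = 0.0789). Of transport and catabolism, the lists of ABC transporters, lysosome and peroxisome were also lower on grazed sites. The 16 genes of ABC transporters had a median log2 fold change of -0.23 (camera adjusted p = 1.85e-06) and the 31 peroxisome genes one of -0.37 (camera adjusted p = 9.43e-16), each with no gene above 0, and both lists were drawn up from this comparison. The 50 lysosome genes had a median of -0.20 (camera adjusted p = 4.36e-07), and the 35 of them that other comparisons had listed one of -0.18 (camera adjusted p = 0.000385, chosen after seeing the data). ABC transporters and peroxisome passed under fry (adjusted p = 0.0112 and 0.0116), and the lysosome did not (adjusted p = 0.208). Between lowland sites the two-sided exact permutation p was 0.1 for ABC transporters, 0.2 for the peroxisome and 0.9 for the lysosome.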

On unmanaged grasslands, especially amino acid metabolism, environmental information processing, and transport/catabolism were upregulated in the transcriptome of *B. lucorum* (Figure 6B and Table S10). Besides the up- or downregulation of whole pathways, we observed 28 single downregulated genes in *B. lucorum* from sites with livestock grazing and 20 upregulated genes (Figure 6A and Table S9). 

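On grazed sites 13 genes were lower and 4 were higher than on ungrazed sites. With site as a random block, limma called 0 genes and had 478 at an unadjusted p under 0.05, edgeR on the single bees had 1166, and DESeq2 with the prior of the paper called 28 lower and 20 higher genes. In a fit of the lowland bees alone edgeR called 0 genes, with 1284 at an unadjusted p under 0.05, while in a joint fit with the highland bees, chosen after seeing the data, it called 5 higher and 2 lower genes for grazing in the lowland. The genes lower on grazed sites began with trypsin 3A1 isoform X1 (LOC100644527), with 1.08 ± 1.08 CPM (SD, n = 45) on grazed and 6.80 ± 31 CPM (SD, n = 36) on ungrazed sites. Its log2 fold change of -2.66 (standard error 0.449, adjusted p = 0.00068 from edgeR) rests on 1 bee of site Wma6, without which site it was -0.50 (adjusted p = 0.586). DNA-binding protein inhibitor ID-2 (LOC100642250) had 118 ± 53.1 CPM (SD, n = 45) on grazed and 213 ± 114 CPM (SD, n = 36) on ungrazed sites, a log2 fold change of -0.85 (standard error 0.164, adjusted p = 0.00498). ATP-binding cassette sub-family G member 1 isoform X1 (LOC100644985) had 86.4 ± 42.1 CPM (SD, n = 45) and 148 ± 80.1 CPM (SD, n = 36), a log2 fold change of -0.78 (standard error 0.165, adjusted p = 0.0167). Of the higher genes, the mucin-5AC genes LOC100649715 and LOC100649549 had log2 fold changes of 2.50 (adjusted p = 0.0026) and 1.85 (adjusted p = 0.0118). The median of LOC100649715 was lower on grazed (1.07 CPM) than on ungrazed sites (1.20 CPM), so that its higher mean came from a part of the grazed bees. LOC100648803 had a log2 fold change of 0.52 (standard error 0.117, adjusted p = 0.0196), and LOC100644976, named after its value was seen, one of 1.57 (standard error 0.367, adjusted p = 0.0234).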

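Of the 17 genes called by edgeR, 13 were named in the tables at hand, and 4 of these (30.8%) were uncharacterized proteins. Pathway lists held 2 of the 4 higher and 3 of the 13 lower genes, with no list holding more than 1 of them in either direction.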

Thirty percent of these genes were uncharacterized, whereas the remaining could not be assigned to a certain KEGG pathway.

**Figure 6:**
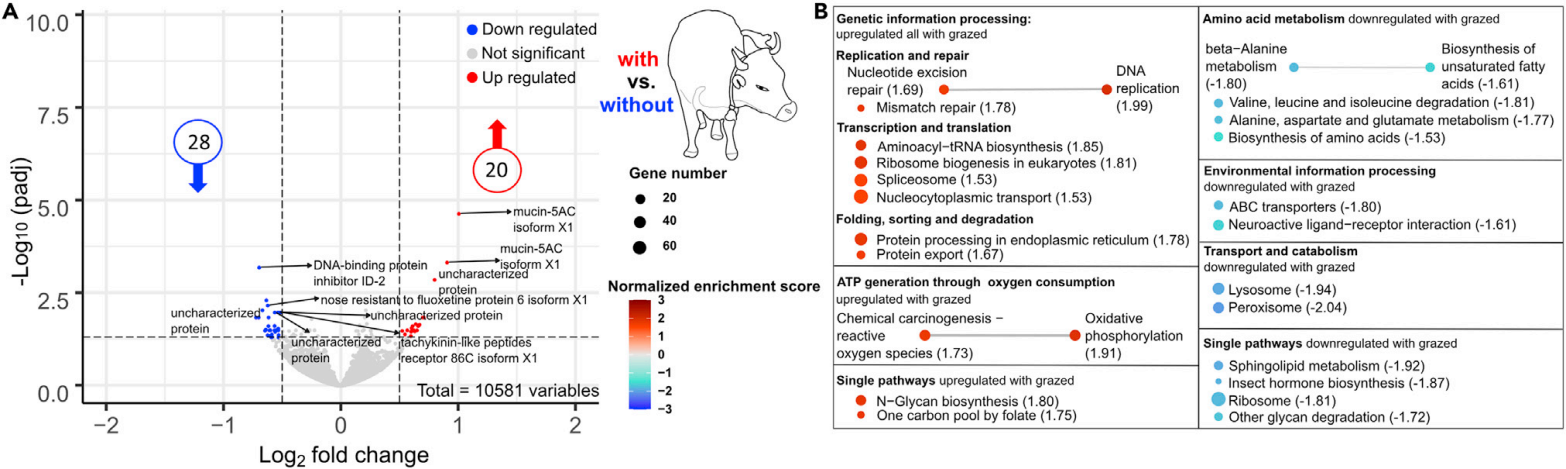
Effect of grazing on the gene expression of *B. lucorum* Summary of the RNA-seq results by Enrichment Map representation of the volcano plot (A) obtained from DESeq2 analysis (*x*-axis represents the log2 of the fold change, *y*-axis represents the negative decade logarithm of the significance value) and the ranked GSEA results (B) between *B. lucorum* samples originating from sites with and without livestock grazing. A detailed description of the different shown parameters can be obtained from Figures 2 and 3.

## Discussion

### Transcriptional regulation of *B. lucorum* in different elevations

Along the elevational gradient in the Berchtesgaden National Park, where the mean annual temperature changes from 0 to 4.6°C, we identified several genes associated with elevation and thus also with temperature. However, candidate genes already associated with thermal stress in other studies did not show significant expression changes with the temperature changes studied in the experimental design of the elevational gradient (Liu et al., 2020a, 2020b; Pimsler et al., 2020). Some of those candidates, such as HSP are known to be responsive toward very different stressors such as heat, cold, osmotic, or oxidative stress, hypoxia, exposure to toxic substances, or infections as a protection mechanism for other proteins (Feder and Hofmann, 1999). Given that there was no regulation of HSP and other important stress-induced genes (Figures S1 and S2), we assume that *B. lucorum* is resilient against temperature changes in the range that occurs on the studied elevational gradient. Thermal stress was potentially not strong enough to trigger extra protection for protein functioning (Liu et al., 2020a). Finding no significant difference in the expression of candidate genes between elevational belts paralleled with the finding, that *B. lucorum* workers showed no elevational pattern in their physiological thermal tolerances (Figure 5). Again, temperature differences during the time of colony growth (May-August) are not reaching the critical thermal conditions to select for physiological adaptation or to trigger specific metabolic protection mechanisms. Alternatively, adaptive differences in critical minimum thermal limits, as detected in climate-chamber raised workers (Pimsler et al., 2020), might also have remained undetected in our study, because the foraging workers, which we collected in the field, may stem from colonies that are located at much lower or higher elevations; the collected workers may therefore be acclimatized to other environmental temperatures than those of the sampling locality.

Even though single candidate genes showed no significant up- or downregulation between elevational belts we detected a significant upregulation of pathways involved in energy generation with increasing elevation (Figure 3). Especially the carbon metabolism was upregulated in mid-elevation and highlands compared with lowland bumblebees. It is known that bumblebees utilize carbohydrates to power their flight; thus, these insects support flight by using sugars from plant nectar rather than using the fat body (Suarez et al., 2005). Additionally, besides the carbohydrate metabolism, we observed an upregulation in ATP generation through oxidative phosphorylation with higher elevation. Oxidative phosphorylation is known to generate cellular ATP in the mitochondrion of eukaryotic cells (Tripoli et al., 2005). It was shown that it can provide up to 70–95% of the ATP necessary for eukaryotic cells (Li et al., 2017; Mitterboeck et al., 2017). In contrast to a recent study (Masson et al., 2017) we showed that cold adaption in nature is not only supported by ATP production through oxidative phosphorylation, but by a combination with the carbohydrate metabolism. *Bombus lucorum* is responding to temperature and elevation changes through increased ATP production like bumblebee species from the high-elevation Tibet Plateau (Liu et al., 2020a, 2020b). This plastic “energy boost” might allow *B. lucorum* to occupy a large geographic range with different temperature regimes. To verify whether gene expression differences detected between elevational belts were related to temperature differences, we checked whether we find the same transcriptome response, when comparing individuals collected during different sampling temperatures, but within the same elevational belt (lowlands). Indeed, also in this subset, we could detect an enrichment in the carbohydrate ATP production pathways under cool sampling temperature. The differences in pathway regulation between sampling temperature categories were less statistically supported than the differences between elevational belts. Nevertheless, they were clear enough that the response to elevation was mainly driven by temperature and not by, for example, oxygen partial gas pressure differences between low and high elevation. Also, in the single significantly upregulated genes we could find an increase in 11 genes that are related to the carbon metabolism. Other regulated genes showed no clear pattern in a specific directed change in metabolic or functional pathways. Under the assumption that collected specimens originate from colonies nesting at lower altitudes, this suggests that energy-intensive long-distance flights from lower to higher altitudes alone do not trigger the observed transcriptional responses. How a frequent activation of “energetic boosters” impact colony fitness and growth, remains little understood. However, data from another study from that area suggests that bumblebee abundance increased in mid- and high elevations (but not in low elevations), when comparing a warmer year (2019) with a cooler year (2009) (Figure S3 and Maihoff et al., under revision). This may indicate, with the limitation of only two sampling years, that relative environmental stress-resistant bumblebees such as *B. lucorum* may initially profit from warming temperatures at higher elevations, as foraging flights become more energy-efficient and, therefore, more energy can be invested in colony growth.

### Livestock grazing triggers transcriptome response in *B. lucorum*

Here we show, that even extensive livestock grazing, as conducted in the National Park Berchtesgaden, triggers a transcriptome response in the bumblebee *B. lucorum.* These responses are detected despite the limitation that we do not know whether captured, foraging bumblebees also nested on the respective grazed sites. The majority of pathways upregulated under the grazing treatment were involved in genetic information processes like transcription, translation, replication, and repair of DNA (Figure 6). This suggests that a certain, yet unknown interaction with livestock is forcing bumblebees to express mechanisms to cope with damage or interference in their genome. Especially the mismatch repair system, which is conserved through the complete Tree of Life, is important for organisms to deal with DNA damage processes occurring from either environmental factors or metabolic processes inside the cell (Lee et al., 2016; Li, 2008). First, interactions with cattle dung itself, containing nitrogen and sulfur compounds, could be potentially harmful to the ground-nesting bumblebees and trigger the observed responses (Jensen, 2003). It is known that the accumulation of NOx up to a certain threshold can have a toxic effect, mainly through an increase in methaemoglobin, a hemoglobin derivative that cannot bind oxygen but prevents hemoglobin from releasing its oxygen, ultimately leading to hypoxia (Bachmann, 1937; Jensen, 2003; Lefevre et al., 2011). Data from the same study sites shows that the introduction of cattle is significantly increasing the concentration of nitrite and nitrate (NOx) in the soil (with livestock grazing: ∼29 mg NOx/kg soil; unmanaged: ∼6 mg NOx/kg soil; Table S11 and Figure S4). The toxicity of NOx to insects has so far been studied mainly in freshwater ecosystems and has received little attention in terrestrial systems (Camargo and Alonso, 2006; Eytcheson and Leblanc, 2018; Soucek and Dickinson, 2012; Tesfai et al., 1977; Throop and Lerdau, 2004).

From the composition of the pathways that are regulated, we would exclude a direct effect, like soil compaction damaging potential or existing ground nesting sites (Murray et al., 2012) of cattle activity on the sampled bumblebees, as this would probably not trigger a response in genetic information processes.

Alternatively, grazing might change the composition of plants, with plants being potentially toxic to bumblebees becoming more dominant on pastures, either due to a higher nitrogen input from NOx compounds or due to the selective consumption of other plants by cattle (Augustine and McNaughton, 1998; Carvell, 2002; Roulston and Goodell, 2011). It is known that several plants may contain certain secondary compounds (specific alkaloids or steroids) that are also present in their nectar or pollen and thus potentially toxic to bumblebees except the evolutionary specialized species- (Adler, 2000; Trunz et al., 2020; Villalona et al., 2020), or at least triggering the observed transcriptome responses (Xu et al., 2013). Interestingly, the presence of fertilizer itself has been shown to alter the chemical composition of nectar and pollen (ratio of essential amino acids is changing, and lower glucose and fructose levels, respectively) in the plant species *Succisa pratensis* (Family: Caprifoliaceae), which is also present in our study region, leading to higher mortality rates in the larvae of *B. terrestris* and less living workers (Ceulemans et al., 2017). We observe a downregulation in pathways that are involved in amino acid metabolisms, which could hint into the direction that grazing indeed is either changing the composition of amino acids of the available plants either directly or indirectly. However, to really show a causality between these effects, would require knowledge about which resources were actually used by the foraging bumblebees and the respective amino acid and sugar content of the flowers.

To date, there are no transcriptomic analyses of plant pollen or nectar toxins on the transcriptome of bumblebees or other bees, which makes a comparison with our dataset difficult. A comparison of our study with transcriptome work on the influence of insecticides revealed no overlap in the regulation of genetic processes; only oxidative stress seems to be a common trigger for the bees’ response to different kinds of stressors (Fent et al., 2020; Gao et al., 2020; Shi et al., 2017).

### Conclusion

In this study, we analyzed the transcriptome of *B. lucorum* workers, sampled along an elevational gradient from differently managed grassland sites in and around the National Park Berchtesgaden. We conclude that potential temperature constraints may be compensated by higher metabolic energy productions in our study system rather than by causing a transcriptional thermal stress response. Livestock Grazing, in contrast, led to an unexpected upregulation of processes involved in stress response, immunoregulation, and DNA-regeneration/repair. Although the underlying mechanisms remain partly enigmatic, our study demonstrates the complexity and resilience of the molecular response of natural pollinators to drivers of global change. As under expected global change, *B. lucorum* will most likely face land use change and temperature increase we conclude that rising temperature facilitates *B. lucorum* to colonize higher elevations, whereas fitness implications of even minor intensification of land use practices should raise our concern. A more comprehensive study, ideally of different species, in which whole colonies, with similar conditions, are monitored for several weeks, is needed to uncover the variables that lead to the effects we observed and to determine whether these changes ultimately affect the fitness of bumblebees in these regions.

### Limitations of the study

In this study, we provide an extensive transcriptomic dataset of *B. lucorum*, a widespread bumblebee species, which is due to its cold tolerance also common in alpine regions.

The bumblebees used in this study were caught while foraging at different study sites along the elevational gradient. Whereas this method has the advantage of capturing bumblebees in their natural environment, i.e. with all realistic abiotic and biotic interactions, it has the disadvantage that we have neither information on the age of individuals or colony identity, nor on the location of the nesting site. Vertical flights or age differences could therefore have masked existing patterns in the transcriptome response. Also, we are unable to link transcriptomic changes to the fitness of bumblebee colonies.

Another limitation is that we have only analyzed the data of one bumblebee species. Therefore, we cannot know whether the reported transcriptome responses to temperature and grazing, are general responses of bumblebee species in temperate alpine communities. In the next approach, it would be interesting to include more bumblebee species, also those with e.g. narrower elevational ranges.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Biological samples**		

In total 81 *Bombus lucorum* workers for transcriptomic analyse	Foraging in the National Park Berchtesgaden and its vicinity, Germany in 2019 (47,10° N, 12,15° E)	Identification by AIM - Advanced Identification Methods, Leipzig, Germany
In total 71 *Bombus lucorum* workers for thermal tolerance analyse	Foraging in the National Park Berchtesgaden and its vicinity, Germany in 2020 (47,10° N, 12,15° E)	NA

**Deposited data**		

Raw and analyzed RNA-seq data	This paper	GEO: GSE198931
Raw sequence fasta file for bumblebee identification	This paper	NCBI: SUB11540607
Supplementary Tables	This paper	Zenodo Data: https://doi.org/10.5281/zenodo.7077851
Bumblebee abundance data	This paper	https://doi.org/10.5061/dryad.80gb5mkt1

**Chemicals, peptides, and recombinant proteins**		

RNeasy Mini Kit	Qiagen, Hilden, Germany	https://www.qiagen.com
RNA 6000 Nano		
Kit Guide	Agilent, Santa Clara, United States	https://www.agilent.com
TruSeq Stranded mRNA Library Preparation Kit	Illumina, San Diego, United States	https://www.illumina.com

**Software and algorithms**		

R 4.1.2	The R Project for Statistical Computing (R Development Core Team, 2008)	https://www.r-project.org
Cutadapt (v2.5)	(Martin, 2011)	https://cutadapt.readthedocs.io/en/stable/
STAR (v2.7.2b)	(Dobin et al., 2013)	https://github.com/alexdobin/STAR
featureCounts (v1.6.4)	(Liao et al., 2014)	http://subread.sourceforge.net/
DESeq2 (v1.24.0)	(Love et al., 2014)	http://bioconductor.org/packages/release/bioc/html/DESeq2.html
ClusterProfiler (v3.12.0)	(Yu et al., 2012)	https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html
EnhancedVolcano	(Blighe et al., 2019)	https://bioconductor.org/packages/release/bioc/html/EnhancedVolcano.html

**Other**		

FastPrep beat-beating system Savant FastPrep FP120-230	Thermo Fisher Scientific, Dreieich, Germany	https://www.thermofisher.com
2100 Bioanalyzer	Agilent, Santa Clara, United States	https://www.agilent.com
NextSeq 500 platform	Illumina, San Diego, United States	https://www.illumina.com
Eppendorf ThermoStat™ thermocycler	Eppendorf, Hamburg, Germany	https://www.eppendorf.com

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact: Dr. Kristof Brenzinger ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Study sites and bumblebee sampling

The study was conducted within the National Park Berchtesgaden and its vicinity (47,10° N, 12,15° E). The National Park is located within the limestone Alps in southern east Germany a region characterized by coniferous forest, alpine meadows, and mountain pastures. The later are grazed extensively by either cattle or sheep, used for hay production, or abandoned within the last 150 years. We collected bumblebees on 27 study sites in three elevational levels: lowlands (10 study sites from 641–1017 m a.s.l.), mid-elevations (9 study sites from 1105–1448 m a.s.l.), highlands (8 study sites from 1579–2032 m a.s.l.) (Figure 1A), corresponding to a temperature gradient from 9 to 4.6°C from lowland to highland study sites. Half of the study sites were used actively as pastures during the sampling season and in previous years; the other half comprised grasslands without livestock grazing (Hoiss et al., 2012). Study sites with and without livestock grazing were equally distributed along the climatic gradient such that both factors were uncorrelated and could be independently analysed.

#### Bumblebee collection and species identification for transcriptome analyses

In total, 81 individuals (Lowlands: 30; mid-elevation: 25; highlands: 26; Table S1) of *B. lucorum* were collected via sweep nets on 16 different study sites (lowlands: 6 study sites from 641–987 m a.s.l.; mid-elevations: 5 study sites from 1140–1420 m a.s.l; highlands: 5 study sites from 1579–1930 m a.s.l.) between end of July and mid of August 2019 between 9 a.m. and 7 p.m. We collected 5 workers per study site except for the highest site, where on one site less individuals were found, therefore on another site more individuals were captured. Immediately after catching, specimens were killed by severing the head from the thorax with sterilized scissors (flaming with 95% ethanol). Legs, wings, and the gut were removed with sterilized forceps before thorax and abdomen were transferred to DNA/RNA shield (Zymo Research, Eching, Germany), and roughly cut to allow shield absorption. The dissection procedure was conducted within 1 min to minimize the confounding effects of preparation on gene expression status. Samples were immediately stored on ice in the field. Legs were also placed on ice in separate vials for later species identification. After field trips, all samples were continuously stored at −20°C in a freezer until further processing. Species identification of bumblebees were confirmed by DNA-barcoding. Legs of all bumblebees were isolated and subsequently analysed via DNA-barcoding based on the cytochrome oxidase CO1 gene (Hebert et al., 2003, 2004) (AIM - Advanced Identification Methods, Leipzig, Germany) and annotated through BLAST and BOLD (The Barcode of Life Data System) databases (Ratnasingham and Hebert, 2007). All samples were accurately assigned to *B. lucorum* with >98.8% reference gene matching (Table S1). All sequence fasta files are stored at NCBI with the submission number SUB11540607. Unfortunately, we could not identify any clusters of specimens based on COI that could indicate colony affiliation or degree of relationship. Therefore, our study is limited in that we consider free-flying individuals with unknown relationships. Although it cannot be ruled out that individuals caught on a site belong to the same colony, we are confident that our design (several geographically distant sites in one altitude category or temperature category, see Figure 1) compensates for possible colony effects.

#### Bumblebee collection for the assessment of thermal tolerances

In total, 71 workers of *B. lucorum* (Table S3) were collected on 20 study sites (lowlands: 5 study sites from 714–1017 m a.s.l.; mid-elevations: 8 study sites from 1140–1448 m a.s.l; highlands: 7 study sites from 1579–2032 m a.s.l.) between June and August 2020, the study sites included the same 9 out of 16 sites used for collecting bumblebees for transcriptome analyses and used 11 additional sites (Figure 1C). We are much aware of the fact that works of *B. lucorum* cannot be reliably differentiated from *B. terrestris, B. cryptarum and B.magnus* by morphological characters alone (Bossert et al., 2016; Williams et al., 2012). Unfortunately, financial constraints did not allow us to barcode the respective samples. However, since out of 117 randomly collected individuals in the study region (81 were used for transcriptomic data) we could identify only one male of *B. terrestris* and 116 females of *B. lucorum* by DNA barcoding (see above), we conclude that our study region is vastly dominated by *B. lucorum*.

### Method details

#### Bumblebee abundance comparing a warmer and a hotter year (2009 vs. 2019)

The bumblebee abundance data, as well as the data of this paper, were generated within the Adapt project ("Adaptation of alpine pollinators in Times of global change") but will be published by F.M. embedded in a larger dataset soon. Upon acceptance of this manuscript raw data will be available at https://doi.org/10.5061/dryad.80gb5mkt1.

In addition to the 27 study sites used in this study, wild bees were observed in a standardized manner on a further 6 sites over the entire season (May to September) in 2009 and 2019. Details of the sampling method can be found in Hoiss et al. (2012), which published extended data of the sampling conducted in 2009. While the mean annual temperature on the selected sites was in 2019 0.9°C warmer than 2009. The temperature in the region has also increased over the 10-year period.

#### RNA extraction and sequencing

RNA was extracted from whole bumblebee bodies without the gut (RNeasy Mini Kit, Qiagen, Hilden, Germany), because of the role of musculature for thermogenesis/thermal tolerance (Andersen and Overgaard, 2019) and the importance of homogenous tissues in RNAseq (Johnson et al., 2013). Thorax and abdomen were disrupted in a FastPrep bead beating system (Savant FastPrep FP120-230, Thermo Fisher Scientific, Dreieich, Germany). Afterwards, the RNA was extracted in accordance with manufacturer’s protocol.

RNA quality was checked using a 2100 Bioanalyzer with the RNA 6000 Nano kit (Agilent, Santa Clara, United States). The RIN for the samples was from 2,7 – 9,0. DNA libraries suitable for sequencing were prepared from 400 ng of total RNA with oligo-dT capture beads for poly-A-mRNA enrichment using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, San Diego, United States) according to manufacturer’s instructions (½ volume, 4 samples: full volume). After 15 cycles of PCR amplification, the size distribution of the barcoded DNA libraries was estimated ∼285 bp by electrophoresis on Agilent DNA 1000 Bioanalyzer microfluidic chips. Sequencing of pooled libraries, spiked with 1% PhiX control library, was performed at 22–42 million reads/sample in single-end mode with 75 nt read length on the NextSeq 500 platform (Illumina) using 5 High Output sequencing kits.

#### Processing of RNA-seq data

Demultiplexed FASTQ files were generated with bcl2fastq2 v2.20.0.422 (Illumina). To assure high sequence quality, Illumina reads were quality- and adapter-trimmed via Cutadapt (Martin, 2011) version 2.5 using a cutoff Phred score of 20 in NextSeq mode, and reads without any remaining bases were discarded (command line parameters: --nextseq-trim = 20 -m 1 -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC). Processed reads were subsequently mapped to the bumblebee genome (GCF_000214255.1/Bter_1.0 primary assembly) using STAR v2.7.2b with default parameters based on RefSeq annotation release 102 for Bter_1.0 (Dobin et al., 2013). Read counts on exon level summarized for each gene with gene_biotype protein_coding were generated using featureCounts v1.6.4 from the Subread package (Liao et al., 2014). Multi-mapping and multi-overlapping reads were counted strand-specific and reversely stranded with a fractional count for each alignment and overlapping feature (command line parameters: -s 2 -t exon M O -fraction). The raw data is stored at GEO: GSE198931.

### Quantification and statistical analysis

RNA-seq read counts were utilized to identify differentially expressed genes using DESeq2 (Love et al., 2014) version 1.24.0. Read counts were normalized by DESeq2 and fold-change shrinkage was applied by setting the parameter “betaPrior = TRUE.” For pairwise comparison between groups, three independent analyses were conducted based on different sample sets and group assignments. At first, all *B. lucorum* samples were assigned to three categories along the elevation gradient (lowland, mid-elevation, highland). Next, to check for a temperature effect independent of an elevation effect (like changes in oxygen pressure, radiation, or vegetation), an additional analysis was conducted using only the lowland samples, which were subdivided into two groups based on temperature during sampling (high T: 20.6 – 23.5°C vs. low T: 14.8–18.5°C; Table S2). For these analyses, we could only use the samples from the lowlands and not from higher elevational belts, as those were the only samples which we could group into two similarly sample-sized groups that could be sufficiently distinguished by temperature. For a third analysis, all samples were alternatively grouped based on collection at grazing and non-grazing sites (Table S1). Differential expression of genes was assumed at an adjusted p-value (padj) after Benjamini-Hochberg correction < 0.05 and |log2FoldChange| ≥ 0.5. clusterProfiler (Yu et al., 2012) version 3.12.0 was used to perform functional enrichment analyses based on Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Here, the GSEA function (Subramanian et al., 2005) was applied for gene set enrichment analysis considering the DESeq2 log2FoldChange of all analysed genes and the function emapplot was used for result visualization (Reimand et al., 2019). This method was used in other recently studies on bee transcriptomes (Chen et al., 2021; Holman et al., 2019; Huang et al., 2021).

#### Measurement of thermal tolerance of *B. lucorum*

To measure the thermal tolerance limits of *B. lucorum*, specimens were transported in 1.5 mL, ventilated plastic tubes to the laboratory (field station) or laboratory substitute (mountain hut). Each individual was offered cotton wool soaked with sugar water during the time of transport, but at least ten minutes immediately before the start of the experiment to avoid an influence of the hunger state on thermal performance. The interest in the sugar solution always decreased before the 10 minutes had elapsed (indicated by animals’ movement away from the sugar source in the transport vial). Individuals showing injuries or strong signs of lethargy from transport after the feeding, were removed from the experiment.

To access maximal thermal tolerance (CTmax) and minimal thermal tolerance (CTmin), we recorded the irreversible thermal tolerance limit in each treatment, i.e. the minimal and maximal temperature at which postural control was lost (Hamblin et al., 2017) and controlled mobility (i.e. a posture that allows normal walking or sitting) cannot be reactivated anymore by stimuli (= loss of the so called “righting response”) (Kellermann et al., 2012; Oyen et al., 2016). Note that the loss of postural control also includes described behaviours such as motor spasticity and body curling (Oyen and Dillon, 2018). These extreme behaviours were not distinguished here from motionless behaviours as it excludes an ecologically relevant behaviour (foraging/flying).

In the assessment, we exposed single bees within 2 mL (small bees) or 5 mL (large bees) plastic vials to decreasing or respectably increasing temperatures generated within a programmable thermocycler (Eppendorf ThermoStatC, Hamburg, Germany) (Diamond et al., 2012; Peters et al., 2016). To ensure free exchange of gas during the cause of the experiment, vials were closed with fresh cotton balls and placed into the thermocycler. We programmed two temperature patterns that guaranteed a stepwise time-regulated temperature drop or temperature rise. To identify CTmin (n = 35), specimens were held ten minutes at a common initial temperature of 14°C. Then temperature was two times reduced by 2°C (up to 10°C), and from then in 1°C intervals. For the assessment of CTmax (n = 36), specimens were kept ten minutes at a common initial temperature of 20°C. Temperature was first increased by 2°C to 24°C, followed by 1°C intervals. This approach with first 2°C and then 1°C steps is since in preliminary studies all individuals tolerated 10°C or 26°C and thus we could shorten the total duration of the experiment. In both treatments, each temperature was held for five minutes; time counting started when the set temperature was reached. After each 5 minutes at the given temperature gently flicking the vial was used as a stimuli to induce a righting response (Kellermann et al., 2012; Peters et al., 2016). Our approach to determine the CTmin, first applied to multiple taxa (Diamond et al., 2012), is also suitable for bumblebees (Peters et al., 2016). However it comes along with some limitations: As bumblebees have thermogenic capabilities, the temperature at which we observed the loss of postural control may not correspond to thoracic temperatures of bee (Oyen and Dillon, 2018), why our measurements are not directly comparable with more precise measurements of CTmin. Further righting response are discussed to be influenced by individuals’ motivation and hence causes variation which not necessary reflects pure physiological thresholds (Lutterschmidt and Hutchison, 1997; Oyen and Dillon, 2018). Compared to other methods with a continuous temperature increase, our stepwise temperature increases with 5 min hold time is rather coarsely resolved. Also, the rate of temperature increase per minute is reduced, which can lead to higher CTmin and lower CTmax values (Oyen and Dillon, 2018). Nevertheless, our approach should be precise enough to capture intraspecific variation in thermal tolerance.

As variation in thermal tolerances can be influenced by body size (Peters et al., 2016) and vial size during measurement (Oyen and Dillon, 2018), we assessed body size by measuring the intertegular distance and body dry weight of each individual (Cane, 1987) and tested all three variables (body size, weight, vial size) using a linear model (lm: ∼ body size+ weight+ vial size) and subsequent ANOVA type II. Neither vial size during experiment had no significant an effect on bee thermal tolerances (CTmin: *F* = 0.01 *p* = 0.981; CTmax *F* = 0.75 *p* = 0.392). We tested by analysis of variance (ANOVA, typ I for balanced data) whether the thermal tolerance (mean CTmin and CTmax) differed between the elevational belts. These analyses were done using R version 4.1.2 (Core TEAM, 2020).

#### Analyses of NOx composition along the elevation gradient

Soil samples were collected in summer 2020 from similar sites where the bumblebees were catch. Soil was non-destructively sampled using a soil core (diameter x height: 5 × 15 cm) in a random sampling approach, in total 5 replicates were taken per site. Nutrient concentrations in the soil samples (NOx-) were determined in 1 M KCl (1:5 dilution) extract using a SEAL QuAAtro SFA autoanalyzer (Beun-de Ronde B.V. Abcoude, the Netherlands) at the Netherland Institute of Ecology (Wageningen, the Netherlands). Data is stored in the Table S10.

#### Temperature extraction

Mean annual temperature (MAT) of the sampling year (2019) for each study site and temperature during sampling (mean temperature one hour before and after the specimen was caught) was predicted from temperature data extracted from 17 adjacent climate stations. The respective climate stations were located in and around the national park, covering an elevational range from 653 to 2645 m a.s.l. Climate stations recorded temperature in 10-min intervals, which were first averaged per day (MAT) or hour (temperature during sampling) respectively. For the prediction of MAT, we then fitted generalized additive models (GAMs) with a smooth term of elevation, day length in minutes (as a proxy for season), and date (to account for daily weather conditions on respective days). Predicted daily temperatures were then averaged per year for each study site. For the prediction of temperature during sampling, we fitted GAMs with a smooth term of elevation and day lengths in minutes (as a proxy for season), and a combined factor for date and hour (e.g. 2019-01-01_hour10, to account for the hourly weather conditions on the respective day). Precise elevations of climate stations and study site centres were extracted from a digital elevational model with 1-m resolution.

## Data Availability

• RNA-seq data have been deposited at NCBI and are publicly available as of the date of publication (GEO: GSE198931). Accession numbers are listed in the key resources table. Raw sequence fasta file for bumblebee identification have been deposited at NCBI and are publicly available as of the date of publication (SUB11540607). Additional data, metadatafiles and in general all Supplementary tables are deposited at https://doi.org/10.5281/zenodo.7077851. • This paper does not report original code. • Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request.

## References

[bib1] Adler L.S. (2000). The ecological significance of toxic nectar. Oikos.

[bib2] Andersen M.K., Overgaard J. (2019). The central nervous system and muscular system play different roles for chill coma onset and recovery in insects. Comp. Biochem. Physiol. Mol. Integr. Physiol..

[bib3] Augustine D.J., McNaughton S.J. (1998). Ungulate effects on the functional species composition of plant communities : herbivore selectivity and plant tolerance. J. Wildl. Manage..

[bib4] Bachmann W.E. (1937). The action of nitrite on haemoglobin in the absence of oxygen. Proc. R. Soc. Lond. Ser. B Biol. Sci..

[bib5] Biella P., Bogliani G., Cornalba M., Manino A., Neumayer J., Porporato M., Rasmont P., Milanesi P. (2017). Distribution patterns of the cold adapted bumblebee Bombus alpinus in the Alps and hints of an uphill shift (Insecta: Hymenoptera: Apidae). J. Insect Conserv..

[bib6] Blasco-Lavilla N., García-Reina A., De la Rúa P. (2021). Mild thermal stress does not negatively affect immune gene expression in the bumblebee Bombus terrestris. Apidologie.

[bib7] Blighe K., Rana S., Turkes E., Ostendorf B., Lewis M. (2019). https://github.com/kevinblighe/EnhancedVolcano.

[bib8] Bossert S., Gereben-Krenn B.-A., Neumayer J., Schneller B., Krenn H.W. (2016). The cryptic Bombus lucorum complex (Hymenoptera: Apidae) in Austria: phylogeny, distribution, habitat usage and a climatic characterization based on COI sequence data. Zool. Stud..

[bib9] Camargo J.A., Alonso Á. (2006). Ecological and toxicological effects of inorganic nitrogen pollution in aquatic ecosystems: a global assessment. Environ. Int..

[bib10] Cane J.H. (1987). Estimation of bee size using intertegular span ( Apoidea ). J. Kans. Entomol. Soc..

[bib11] Carvell C. (2002). Habitat use and conservation of bumblebees (Bombus spp.) under different grassland management regimes. Biol. Conserv..

[bib12] Ceulemans T., Hulsmans E., Vanden Ende W., Honnay O. (2017). Nutrient enrichment is associated with altered nectar and pollen chemical composition in Succisa pratensis Moench and increased larval mortality of its pollinator Bombus terrestris L. PLoS One.

[bib13] Chen H., Wu G., Zhou H., Dai X., Steeghs N.W.F., Dong X., Zheng L., Zhai Y. (2021). Hormonal regulation of reproductive diapause that occurs in the year-round mass rearing of Bombus terrestris queens. J. Proteome Res..

[bib14] Corbet S.A., Fussell M., Ake R., Fraser A., Gunson C., Savage A., Smith K. (1993). Temperature and the pollinating activity of social bees. Ecol. Entomol..

[bib15] Diamond S.E., Nichols L.M., McCoy N., Hirsch C., Pelini S.L., Sanders N.J., Ellison A.M., Gotelli N.J., Dunn R.R. (2012). A physiological trait-based approach to predicting the responses of species to experimental climate warming. Ecology.

[bib16] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib17] Dunning L.T., Dennis A.B., Sinclair B.J., Newcomb R.D., Buckley T.R. (2014). Divergent transcriptional responses to low temperature among populations of alpine and lowland species of New Zealand stick insects (Micrarchus). Mol. Ecol..

[bib18] Dzialowski E.M., Tattersall G.J., Nicol S.C., Frappell P.B. (2014). Fluctuations in oxygen influence facultative endothermy in Bumblebees. J. Exp. Biol..

[bib19] Eytcheson S.A., Leblanc G.A. (2018). Hemoglobin levels modulate nitrite toxicity to Daphnia magna. Sci. Rep..

[bib20] Feder M.E., Hofmann G.E. (1999). Heat-shock proteins, molecular chaperones, and the stress response: evolutionary and ecological physiology. Annu. Rev. Physiol..

[bib21] Fent K., Schmid M., Christen V. (2020). Global transcriptome analysis reveals relevant effects at environmental concentrations of cypermethrin in honey bees (Apis mellifera). Environ. Pollut..

[bib22] Fourcade Y., Åström S., Öckinger E. (2019). Climate and land-cover change alter bumblebee species richness and community composition in subalpine areas. Biodivers. Conserv..

[bib23] Gao J., Jin S.S., He Y., Luo J.H., Xu C.Q., Wu Y.Y., Hou C.S., Wang Q., Diao Q.Y. (2020). Physiological analysis and transcriptome analysis of asian honey bee (Apis cerana cerana) in response to sublethal neonicotinoid imidacloprid. Insects.

[bib24] Geue J.C., Thomassen H.A. (2020). Unraveling the habitat preferences of two closely related bumble bee species in Eastern Europe. Ecol. Evol..

[bib25] Habel J.C., Samways M.J., Schmitt T. (2019). Mitigating the precipitous decline of terrestrial European insects: requirements for a new strategy. Biodivers. Conserv..

[bib26] Hallmann C.A., Sorg M., Jongejans E., Siepel H., Hofland N., Schwan H., Stenmans W., Müller A., Sumser H., Hörren T. (2017). More than 75 percent decline over 27 years in total flying insect biomass in protected areas. PLoS One.

[bib27] Halsch C.A., Shapiro A.M., Fordyce J.A., Nice C.C., Thorne J.H., Waetjen D.P., Forister M.L. (2021). Insects and recent climate change. Proc. Natl. Acad. Sci. USA.

[bib28] Hamblin A.L., Youngsteadt E., López-Uribe M.M., Frank S.D. (2017). Physiological thermal limits predict differential responses of bees to urban heat-island effects. Biol. Lett..

[bib29] Hebert P.D.N., Cywinska A., Ball S.L., Jeremy R. (2003). Biological identifications through DNA barcodes. Proc. Biol. Sci..

[bib30] Hebert P.D.N., Penton E.H., Burns J.M., Janzen D.H., Hallwachs W. (2004). Ten species in one: DNA barcoding reveals cryptic species in the neotropical skipper butterfly Astraptes fulgerator. Proc. Natl. Acad. Sci. USA.

[bib31] Heinrich B. (1979). Thermoregulation of African and European honeybees during foraging, attack, and hive exits and returns. J. Exp. Biol..

[bib32] Heinrich B. (1974). Thermoregulation in Endothermic Insects: body temperature is closely attuned to activity and energy supplies. Science.

[bib33] Heinrich B. (1972). Energetics of temperature regulation and foraging in a bumblebee, Bombus terricola kirby. J. Comp. Physiol..

[bib34] Heinrich B., Vogt F.D. (1993). Abdominal temperature regulation by arctic bumblebees. Physiol. Zool..

[bib35] Herbertsson L., Khalaf R., Johnson K., Bygebjerg R., Blomqvist S., Persson A.S. (2021). Long-term data shows increasing dominance of Bombus terrestris with climate warming. Basic Appl. Ecol..

[bib36] Hines H.M. (2008). Historical biogeography, divergence times, and diversification patterns of bumble bees (Hymenoptera: Apidae: Bombus). Syst. Biol..

[bib37] Hoffmann A.A., Willi Y. (2008). Detecting genetic responses to environmental change. Nat. Rev. Genet..

[bib38] Hoiss B., Krauss J., Potts S.G., Roberts S., Steffan-Dewenter I. (2012). Altitude acts as an environmental filter on phylogenetic composition, traits and diversity in bee communities. Proc. Biol. Sci..

[bib39] Holman L., Helanterä H., Trontti K., Mikheyev A.S. (2019). Comparative transcriptomics of social insect queen pheromones. Nat. Commun..

[bib40] Huang M., Dong J., Guo H., Xiao M., Wang D. (2021). Identification of long noncoding RNAs reveals the effects of dinotefuran on the brain in Apis mellifera (Hymenopptera: Apidae). BMC Genom..

[bib41] Jensen F.B. (2003). Nitrite disrupts multiple physiological functions in aquatic animals. Comp. Biochem. Physiol. Mol. Integr. Physiol..

[bib42] Johnson B.R., Atallah J., Plachetzki D.C. (2013). The importance of tissue specificity for RNA-seq: highlighting the errors of composite structure extractions. BMC Genom..

[bib43] Keller I., Alexander J.M., Holderegger R., Edwards P.J. (2013). Widespread phenotypic and genetic divergence along altitudinal gradients in animals. J. Evol. Biol..

[bib44] Kellermann V., Overgaard J., Hoffmann A.A., Fløjgaard C., Svenning J.C., Loeschcke V. (2012). Upper thermal limits of Drosophila are linked to species distributions and strongly constrained phylogenetically. Proc. Natl. Acad. Sci. USA.

[bib45] Körner C. (2007). The use of “altitude” in ecological research. Trends Ecol. Evol..

[bib46] Lee V., Murphy A., Le D.T., Diaz L.A. (2016). Mismatch repair deficiency and response to immune checkpoint blockade. Oncologist.

[bib47] Lefevre S., Jensen F.B., Huong D.T.T., Wang T., Phuong N.T., Bayley M. (2011). Effects of nitrite exposure on functional haemoglobin levels, bimodal respiration, and swimming performance in the facultative air-breathing fish Pangasianodon hypophthalmus. Aquat. Toxicol..

[bib48] Li G.M. (2008). Mechanisms and functions of DNA mismatch repair. Cell Res..

[bib49] Li Y., Zhang R., Liu S., Donath A., Peters R.S., Ware J., Misof B., Niehuis O., Pfrender M.E., Zhou X. (2017). The molecular evolutionary dynamics of oxidative phosphorylation (OXPHOS) genes in Hymenoptera. BMC Evol. Biol..

[bib50] Liao Y., Smyth G.K., Shi W. (2014). FeatureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[bib51] Liu Y., Jin H., Naeem M., An J. (2020). Comparative transcriptome analysis reveals regulatory genes involved in cold tolerance and hypoxic adaptation of high-altitude Tibetan bumblebees. Apidologie.

[bib52] Liu Y., Zhao H., Luo Q., Yang Y., Zhang G., Zhou Z., Naeem M., An J. (2020). De Novo transcriptomic and metabolomic analyses reveal the ecological adaptation of high-altitude bombus pyrosoma. Insects.

[bib53] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[bib54] Lutterschmidt W.I., Hutchison V.H. (1997). The critical thermal maximum: history and critique. Can. J. Zool..

[bib55] Maebe K., De Baets A., Vandamme P., Vereecken N.J., Michez D., Smagghe G. (2021). Impact of intraspecific variation on measurements of thermal tolerance in bumble bees. J. Therm. Biol..

[bib56] Maebe K., Hart A.F., Marshall L., Vandamme P., Vereecken N.J., Michez D., Smagghe G. (2021). Bumblebee resilience to climate change, through plastic and adaptive responses. Glob. Chang. Biol..

[bib57] Marshall H., Lonsdale Z.N., Mallon E.B. (2019). Methylation and gene expression differences between reproductive and sterile bumblebee workers. Evol. Lett..

[bib58] Marshall L., Perdijk F., Dendoncker N., Kunin W., Roberts S., Biesmeijer J.C. (2020). Bumblebees moving up: shifts in elevation ranges in the Pyrenees over 115 years. Proc. Biol. Sci..

[bib59] Martin M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet. J..

[bib60] Martinet B., Dellicour S., Ghisbain G., Przybyla K., Zambra E., Lecocq T., Boustani M., Baghirov R., Michez D., Rasmont P. (2021). Global effects of extreme temperatures on wild bumblebees. Conserv. Biol..

[bib61] Masson S.W.C., Hedges C.P., Devaux J.B.L., James C.S., Hickey A.J.R. (2017). Mitochondrial glycerol 3-phosphate facilitates bumblebee pre-flight thermogenesis. Sci. Rep..

[bib62] Mayor J.R., Sanders N.J., Classen A.T., Bardgett R.D., Clément J.C., Fajardo A., Lavorel S., Sundqvist M.K., Bahn M., Chisholm C. (2017). Elevation alters ecosystem properties across temperate treelines globally. Nature.

[bib63] Michener C.D. (2007).

[bib64] Milchunas D.G., Sala O.E., Lauenroth W.K. (1988). A generalized model of the effects of grazing by large herbivores on grassland community structure. Am. Nat..

[bib65] Mitterboeck T.F., Liu S., Adamowicz S.J., Fu J., Zhang R., Song W., Meusemann K., Zhou X. (2017). Positive and relaxed selection associated with flight evolution and loss in insect transcriptomes. GigaScience.

[bib66] Moreira X., Castagneyrol B., Abdala-Roberts L., Traveset A. (2019). A meta-analysis of herbivore effects on plant attractiveness to pollinators. Ecology.

[bib67] Murray T.E., Fitzpatrick Ú., Byrne A., Fealy R., Brown M.J.F., Paxton R.J. (2012). Local-scale factors structure wild bee communities in protected areas. J. Appl. Ecol..

[bib68] Olff H., Ritchie M.E. (1998). Importance of herbivore type and scale. Trends Ecol. Evol..

[bib69] Oyen K.J., Dillon M.E. (2018). Critical thermal limits of bumblebees (Bombus impatiens) are marked by stereotypical behaviors and are unchanged by acclimation, age or feeding status. J. Exp. Biol..

[bib70] Oyen K.J., Giri S., Dillon M.E. (2016). Altitudinal variation in bumble bee (Bombus) critical thermal limits. J. Therm. Biol..

[bib71] Paaijmans K.P., Heinig R.L., Seliga R.A., Blanford J.I., Blanford S., Murdock C.C., Thomas M.B. (2013). Temperature variation makes ectotherms more sensitive to climate change. Glob. Chang. Biol..

[bib72] Pers-Kamczyc E., Tyrała-Wierucka Ż., Rabska M., Wrońska-Pilarek D., Kamczyc J. (2020). The higher availability of nutrients increases the production but decreases the quality of pollen grains in Juniperus communis L. J. Plant Physiol..

[bib73] Peters M.K., Peisker J., Steffan-Dewenter I., Hoiss B. (2016). Morphological traits are linked to the cold performance and distribution of bees along elevational gradients. J. Biogeogr..

[bib74] Pimsler M.L., Oyen K.J., Herndon J.D., Jackson J.M., Strange J.P., Dillon M.E., Lozier J.D. (2020). Biogeographic parallels in thermal tolerance and gene expression variation under temperature stress in a widespread bumble bee. Sci. Rep..

[bib75] Potts S.G., Biesmeijer J.C., Bommarco R., Breeze T.D., Carvalheiro L.G., Franzén M., González-Varo, Schweiger O. (2015).

[bib76] Pyke G.H., Thomson J.D., Inouye D.W., Miller T.J. (2016). Effects of climate change on phenologies and distributions of bumble bees and the plants they visit. Ecosphere.

[bib77] R Development Core Team (2008). http://www.R-project.org.

[bib78] Rasmont P., Franzén M., Lecocq T., Harpke A., Roberts S.P.M., Biesmeijer J.C., Castro L. (2015).

[bib79] Ratnasingham S., Hebert P.D.N. (2007). BOLD : the barcode of life data system. Mol. Ecol. Notes.

[bib80] Reimand J., Isserlin R., Voisin V., Kucera M., Tannus-Lopes C., Rostamianfar A., Wadi L., Meyer M., Wong J., Xu C. (2019). Pathway enrichment analysis and visualization of omics data using g:Profiler, GSEA, Cytoscape and EnrichmentMap. Nat. Protoc..

[bib81] Roulston T.H., Goodell K. (2011). The role of resources and risks in regulating wild bee populations. Annu. Rev. Entomol..

[bib82] Seibold S., Gossner M.M., Simons N.K., Blüthgen N., Müller J., Ambarlı D., Ammer C., Bauhus J., Fischer M., Habel J.C. (2019). Arthropod decline in grasslands and forests is associated with landscape-level drivers. Nature.

[bib83] Shi T.F., Wang Y.F., Liu F., Qi L., Yu L.S. (2017). Sublethal effects of the neonicotinoid insecticide thiamethoxam on the transcriptome of the honey bees (Hymenoptera: Apidae). J. Econ. Entomol..

[bib84] Sivan A., Shriram A.N., Muruganandam N., Thamizhmani R. (2017). Expression of heat shock proteins (HSPs) in Aedes aegypti (L) and Aedes albopictus (Skuse) (Diptera: Culicidae) larvae in response to thermal stress. Acta Trop..

[bib85] Sjödin N.E. (2007). Pollinator behavioural responses to grazing intensity. Biodivers. Conserv..

[bib86] Somero G.N. (2005). Linking biogeography to physiology: evolutionary and acclimatory adjustments of thermal limits. Front. Zool..

[bib87] Soucek D.J., Dickinson A. (2012). Acute toxicity of nitrate and nitrite to sensitive freshwater insects, mollusks, and a crustacean. Arch. Environ. Contam. Toxicol..

[bib88] Sponsler D., Requier F., Kallnik K., Classen A., Maihoff A.F., Sieger J., Steffan-Dewenter I. (2022). Contrasting patterns of richness, abundance, and turnover in mountain bumble bees and their floral hosts. Ecology.

[bib89] Suarez R.K., Darveau C.A., Welch K.C., O’Brien D.M., Roubik D.W., Hochachka P.W. (2005). Energy metabolism in orchid bee flight muscles: carbohydrate fuels all. J. Exp. Biol..

[bib90] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S., Mesirov J.P. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[bib91] Surholt B., Greive H., Baal T., Bertsch A. (1990). Non-shivering thermogenesis in asynchronous flight muscles of bumblebees? Comparative studies on males of Bombus terrestris, Xylocopa sulcatipes and Acherontia atropos. Comp. Biochem. Physiol. Physiol..

[bib92] Tesfai K., Mallik M.A.B., Pancholy S.K. (1977). Possible formation of a carcinogenic nitrosamine from an insecticide, phosphamidon, and nitrite in soil. Proc. Oklahoma Acad. Sci..

[bib93] Throop H.L., Lerdau M.T. (2004). Effects of nitrogen deposition on insect herbivory: implications for community and ecosystem processes. Ecosystems.

[bib94] Tripoli G., D’Elia D., Barsanti P., Caggese C. (2005). Comparison of the oxidative phosphorylation (OXPHOS) nuclear genes in the genomes of Drosophila melanogaster, Drosophila pseudoobscura and Anopheles gambiae. Genome Biol..

[bib95] Trunz V., Lucchetti M.A., Bénon D., Dorchin A., Desurmont G.A., Kast C., Rasmann S., Glauser G., Praz C.J. (2020). To bee or not to bee: the ‘raison d’être’ of toxic secondary compounds in the pollen of Boraginaceae. Funct. Ecol..

[bib96] Villalona E., Ezray B.D., Laveaga E., Agrawal A.A., Ali J.G., Hines H.M. (2020). The role of toxic nectar secondary compounds in driving differential bumble bee preferences for milkweed flowers. Oecologia.

[bib97] Vogt F.D. (1986). Thermoregulation in bumblebee colonies. I. Thermoregulatory versus. Physiol. Zool..

[bib98] Wagner D.L., Grames E.M., Forister M.L., Berenbaum M.R., Stopak D. (2021). Insect decline in the Anthropocene: death by a thousand cuts. Proc. Natl. Acad. Sci. USA.

[bib99] Williams P.H. (1998). An annotated checklist of bumble bees with an analysis of patterns of description (Hymenoptera: Apidae, Bombini). Bull. Nat. Hist. Mus. Entomol..

[bib100] Williams P.H., Brown M.J., Carolan J.C., An J., Goulson D., Aytekin A.M., Best L.R., Byvaltsev A.M., Cederberg B., Dawson R. (2012). Unveiling cryptic species of the bumblebee subgenus *Bombus s. str.* worldwide with COI barcodes (Hymenoptera: Apidae). Syst. Biodivers..

[bib101] Xu J., Strange J.P., Welker D.L., James R.R. (2013). Detoxification and stress response genes expressed in a western North American bumble bee, Bombus huntii (Hymenoptera: Apidae). BMC Genom..

[bib102] Yu G., Wang L.G., Han Y., He Q.Y. (2012). ClusterProfiler: an R package for comparing biological themes among gene clusters. OMICS A J. Integr. Biol..

[bib103] Zambra E., Martinet B., Brasero N., Michez D., Rasmont P. (2020). Hyperthermic stress resistance of bumblebee males: test case of Belgian species. Apidologie.

# Supplementary material for: Temperature and livestock grazing trigger transcriptome responses in bumblebees along an elevational gradient
**Source:** iScience. 2022 Sep 22;25(10):105175. doi: 10.1016/j.isci.2022.105175
**Supplement:** Document S1. Figures S1–S4

**Supplemental information**

**Temperature and livestock grazing trigger  
transcriptome responses in bumblebees  
along an elevational gradient**

**Kristof Brenzinger, Fabienne Maihoff, Marcell K. Peters, Leonie Schimmer, Thorsten  
Bischler, and Alice Classen**

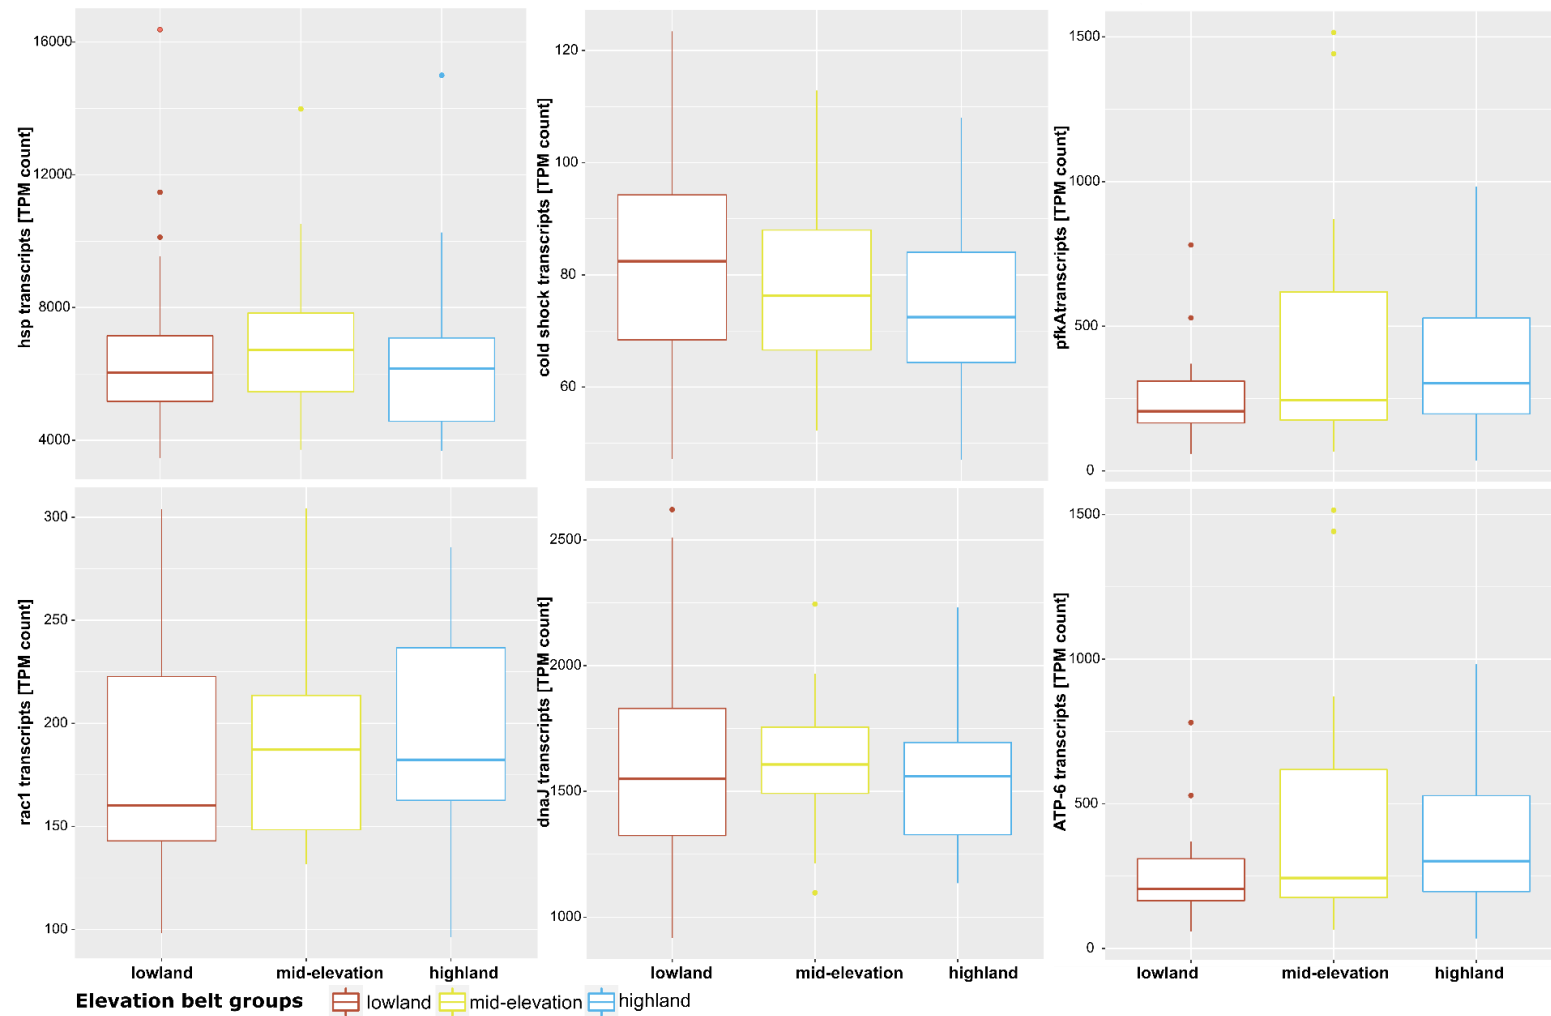

**Supplementary Figure 1: Expression levels of different important genes involved in temperature or elevation stress responses, related to Figure 2.**  
 Expression levels of different important genes involved in temperature or elevation stress responses between the different elevation belts obtained from DESeq2 analysis (Part 1).

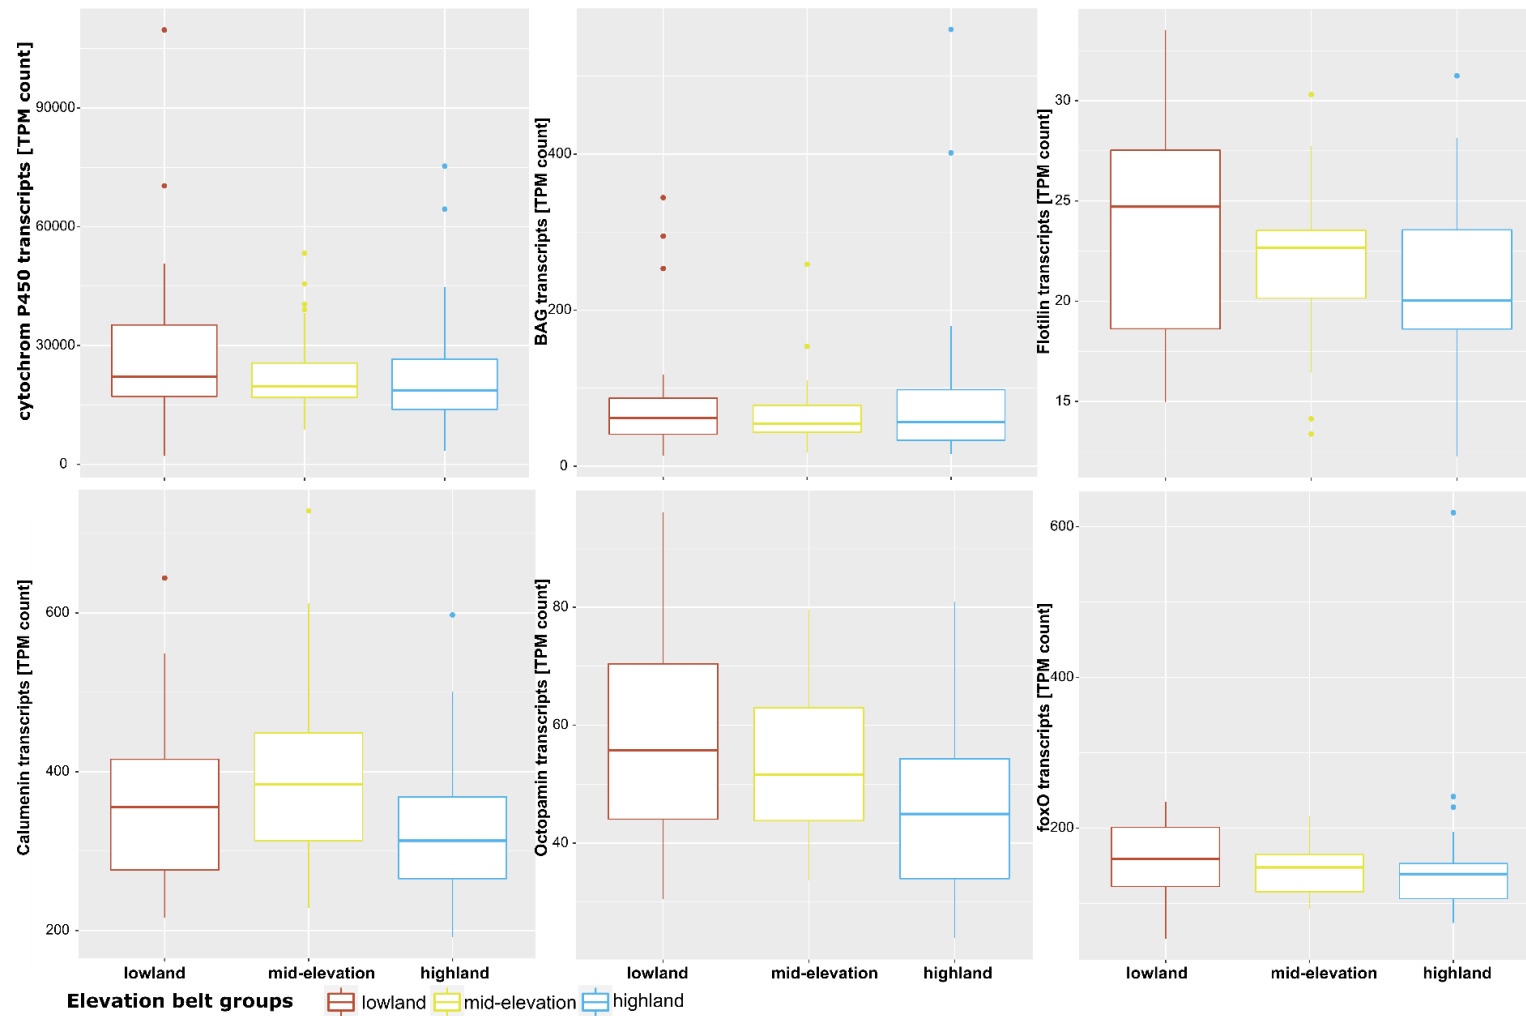

**Supplementary Figure 2: Expression levels of different important genes involved in temperature or elevation stress responses, related to Figure 2.**

Expression levels of different important genes involved in temperature or elevation stress responses between the different elevation belts obtained from DESeq2 analysis (Part 2).

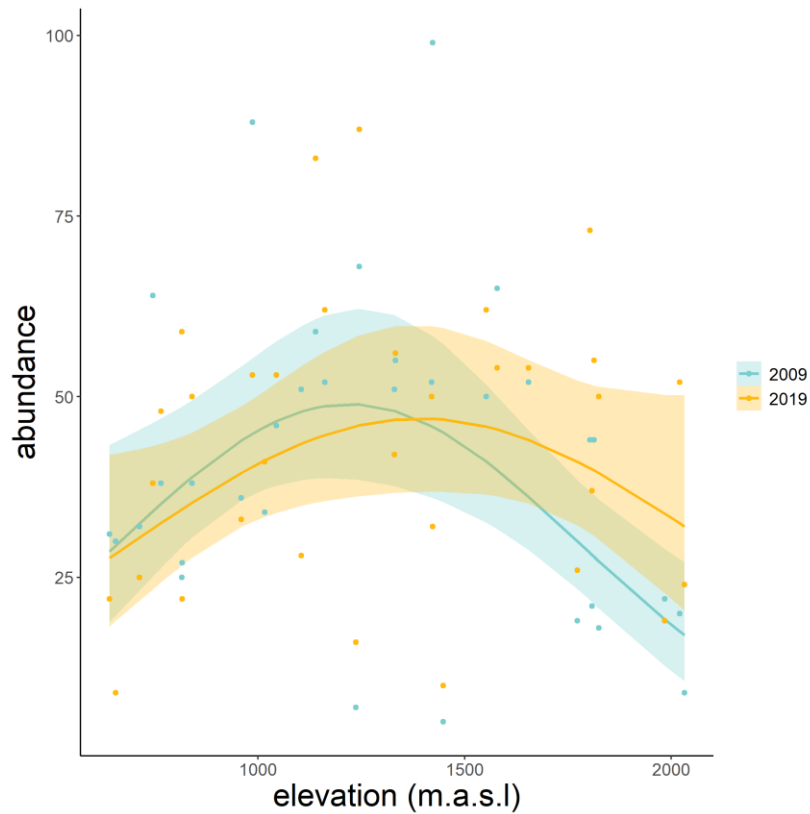

**Supplementary Figure 3: Abundance of bumblebees along the elevational gradient in two sampled years 2009 and 2019, related to STAR Method.** We captured the change in abundance with generalized mixed models (glmmTMB). Year and elevation were tested as interaction and individually in the model. Elevation was included as a quadratic term because there was no linear relationship between elevation and abundance. As the significant interaction term shows (interaction:  $X^2(2) = 26.82$ ,  $p < 0.001^{***}$ ), abundance at the highest sites was higher in 2019 than in 2009.

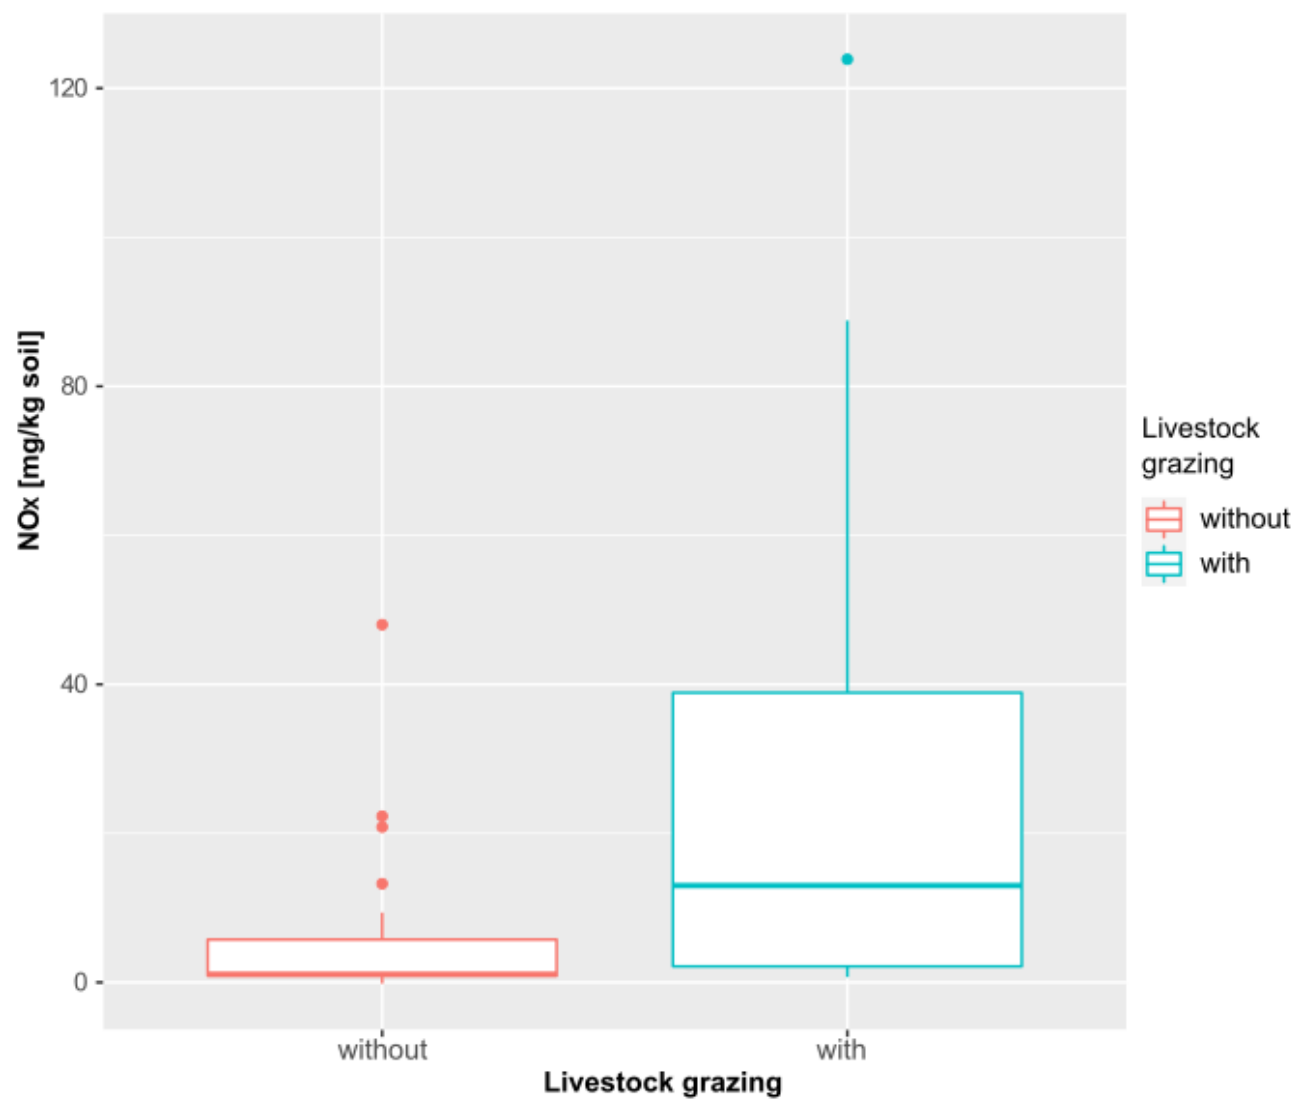

**Supplementary Figure 4: NOx concentration on sampling sites with and without grazing, related to STAR Method.** Concentration of NOx (NO<sub>3</sub>+NO<sub>2</sub>) in mg/kg soil from sampling sites with and without livestock grazing

How the deposited data were processed for this re-analysis (not part of the article)

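The study sequenced poly-A RNA of 81 B. lucorum workers from 16 sites, 1 library per bee, made from thorax and abdomen after the gut had been removed. The sites lie in 3 elevational belts, with 30 bees from 6 lowland sites, 25 bees from 5 mid-elevation sites and 26 bees from 5 highland sites. Grazed sites gave 45 bees and ungrazed sites 36. Belt, grazing, site and sampling temperature of each bee were taken from Tables S1 and S2 and from the sample labels.

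According to the methods of the paper, the authors trimmed the reads with Cutadapt, aligned them with STAR to the B. terrestris assembly Bter_1.0 and counted them with featureCounts on the exons of protein-coding genes, strand by strand. The deposited values are estimated counts, because before deposition the authors counted reads that matched several positions or genes as fractions, as their methods state, so that 28.5% of the values are not whole numbers. No normalization was applied to them, and the column totals differ between bees. The table holds 10581 genes, of which 7 have no count in any bee, and gives exon length and position beside the counts. Contigs are named there by accession alone, so that no coordinates are given here. The authors then used DESeq2 with a fold-change prior and the GSEA function of clusterProfiler on KEGG pathways.

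Counts per bee summed to between 15700759 and 33784279, with a median of 26082949. Genes near the filter on low counts rest on few reads per bee, and their fold changes are accordingly less precise, as their standard errors show. The values were rounded to whole numbers and filtered with filterByExpr of edgeR 4.0.16 by the groups compared, which left 9475 genes for the belts, 9305 for sampling temperature and 9385 for grazing. Libraries were scaled with TMM. Differences were tested with the quasi-likelihood F test of edgeR in R 4.3.3, with the belts in 1 model over all bees, with the sampling temperature classes in the 30 lowland bees, and with grazing over all bees. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. Standard errors are the log2 fold change divided by the square root of the F statistic. Log2 CPM for lists, scores and correlations used a prior count of 2. Each bee counted as independent in this test, and the correlation of bees of the same site was estimated with limma 3.58.1 as 0.105 for the belts, 0.125 for temperature and 0.115 for grazing.

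Complete pathway membership was not at hand. Descriptions covered 17.6% of the tested genes, too few to build pathways by name, so that the rule set for this case before the data were examined was applied. Each pathway was the union of the genes listed as drivers of its enrichment in Tables S6, S8 and S10, over all comparisons. Of these lists in the copies of the tables, 78 were complete and 13 ended early and were not used. They gave 52 pathway lists of at least 5 genes, tested with camera of limma at an inter-gene correlation of 0.01 and adjusted over the lists of a comparison. Because the study picked these genes on the same bees, their direction is not independent evidence. Scores of a list per site are means over its genes of standardised log2 CPM, compared with all exact splits of the sites. For sampling temperature the units were site and class, 4 at high and 3 at low temperature.

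Candidate stress genes were found by name among the 1777 genes with a description, which gave 29 genes. Genes named protein lethal(2)essential for life were counted as heat shock genes. Lists of muscle, fat body, clock and testis genes were made by name in the same way and tested as sets. A score of gut-type transcripts was the mean centred log2 CPM of 6 genes named as peritrophins or chymotrypsins in the part of Table S4 at hand. This list was written after the first principal component had been seen to follow such genes. A length slope per bee was the slope of log2 CPM on log2 exon length, also chosen after the data were seen.

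Genes named in the text follow a rule set before the data were examined. It covers, for each of the 5 comparisons, the 3 genes with the smallest p in each direction past both thresholds, every called gene of a candidate family in a comparison of belts, and dnaJ 1 (LOC100645838) from Table S5. The values in the tables of the paper had been seen when the rule was set. Exceptions are marked where they appear.

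The alternatives set before the data were examined were DESeq2 1.42.0 with and without the fold-change prior, DESeq2 size factors in edgeR, no filter on low counts, no fold-change threshold, limma with site as a random block, counts summed per site, the bee number as a block, each site left out in turn, the other factor as a covariate, only the 2 belts compared, grazed sites only, lowland bees only for grazing, sampling temperature in °C, fry in place of camera, and camera with an estimated correlation. The gut-type score or the length slope as covariate and the lists of other comparisons only were added later. Other splits of bees and sites were drawn 100 times with a fixed seed, or all 35 splits of the temperature units were used. Lists matched on exon length and level were drawn 10000 times. The tests of edgeR and camera were also tested on simulated counts with the means, dispersions and library sizes of these bees and with changes added to known genes, as were DESeq2 with the prior, limma with the random block and the site sums for highland against lowland and for sampling temperature. Each tool recovered most of the added changes.

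No values are given for thermal tolerance or soil compounds, which the deposited counts do not hold. The enrichment analysis of the paper was not repeated, because KEGG was not at hand. The library preparation differed for 4 bees, which the paper does not identify, and RNA integrity is not given per bee, so that neither could be tested.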

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

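The gut-type score with every test of it, the length slope, the test of grazing effects between belts and the count of grazed highland sites were chosen after the data had been examined, and the test for bees far from the others of their site was chosen before, apart from its use on the score.

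In 5 sites, 1 bee lay far from the other bees of its site in the score of gut-type transcripts, which is the mean centred log2 CPM of 6 genes named as peritrophins or chymotrypsins. The bee H_1808_4 of site H6 had -4.16 (the 8 others 3.88 to 4.91), T_656_3 of site T3 had -4.70 (others 3.89 to 4.80), T_641_2 of site T4 had 3.61 (others -6.50 to -4.93), WM_1245_4 of site Wma2 had 4.62 (others 3.72 to 3.97) and WM_1930_1 of site Wma6 had -4.54 (others 4.06 to 4.66). The same test on library totals, on the share of the 10 most abundant genes and on the number of genes with counts found no such bee, and over the 4 measures 60 groups were tested, of which chance marks about 1 in 20. In site Wma2 the other bees lay so close together that a difference of less than 1 on the log2 scale was enough. Over all bees the score ran from -6.82 to 4.91. Library depth was tested first by a correlation, which gave the value that this explanation needs (Spearman's rho 0.287 with the library total, permutation p = 0.00913). That test was then replaced by the range over bees, 11.7 for the score against 1.11 for the log2 library totals, so that depth is too small to be the whole source, although it may contribute. A few genes taking most of the counts is no explanation, since the 10 most abundant genes held 8.8 to 23.2% of a bee's counts. What stays open is gut tissue or gut content left in some bees, although the paper states that the gut was removed, a wrong label of single bees, reads shared between the 3 peritrophin genes, and differences in age, feeding or condition of the bees. None of these is recorded per bee, and none was tested.

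The genes of this score are not discussed in the paper. Chymotrypsin-1 (LOC100648122) took up to 1.87% of the counts of a bee, and its log2 CPM ran from -3.69, where the bee had 0 counts, to 14.3. More than 3 counts were found in 70 of the 81 bees. The peritrophin-1 genes LOC100642795, LOC100642915 and LOC100643150 reached 1.25, 2.16 and 3.19% of the counts. Spearman's rho of these 4 genes with the score lay between 0.918 and 0.958, in part because they make up the score. The remaining 2 genes of the list, chymotrypsin-1-like (LOC100648235) and chymotrypsin-2 (LOC100649610), stayed near the floor, with at most 2.63 and 0.389 log2 CPM and a rho of 0.17 and 0.12. All 6 genes were chosen after such genes were seen to lead the first principal component. Of all tested genes, these 4 included, 145 had a rho above 0.8 with the score and 0 had one below -0.8. A candidate explanation is a varying share of gut tissue, for which the list holds no gene measured apart from the carcass, so that expression of these genes in other tissues stays open. Against library depth speaks the range of 11.7.

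The effect of grazing was fitted in lowland bees (15 grazed, 15 ungrazed) and highland bees (5 grazed, 21 ungrazed) in 1 model, and the difference between the belts was tested as an interaction. edgeR called 5 genes higher and 2 lower on grazed sites in the lowland, 19 and 46 in the highland, and 1 gene for the difference, out of 9700 genes. The gene called for the difference, LOC100644099, is without a name in the tables and was named after its value was seen. Its log2 fold change on grazed sites was -0.48 in the lowland and 1.92 in the highland, a difference of -2.39 (standard error 0.468, adjusted p = 0.0395), and the highest bee held 11.1% of its CPM. Oxidative phosphorylation had a median log2 fold change of 0.63 in the lowland (camera adjusted p = 1.16e-05) and -0.55 in the highland (adjusted p = 0.000775), with a median over genes of the difference of 1.19 (adjusted p = 4.03e-09 by camera and 0.279 by fry). For the lysosome the medians were -0.14 and -0.59, with a median over genes of the difference of 0.59 (adjusted p = 4.03e-09 by camera and 0.207 by fry), and for the peroxisome -0.52 and -0.96, with one of 0.56 (adjusted p = 0.0357 by camera and 0.524 by fry). The difference of oxidative phosphorylation passed camera with the length slope (adjusted p = 2.13e-05), the gut-type score (adjusted p = 4.71e-07) and the muscle score (adjusted p = 0.00424) as covariates, which speaks against gene length, gut-type transcripts or muscle share as its whole source. All grazed highland bees come from 1 site, however, so that grazing in the highland and any other feature of this site cannot be told apart. The lists were picked by the study on these bees, and the lysosome and peroxisome differences were not tested with the covariates. A response to grazing that depends on elevation stays open and was not tested apart from this.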

How the results depend on the processing

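The settings with a score of gut-type transcripts, with a gene length slope and with the lists of the other comparisons only were chosen after the data were examined, and all other settings were chosen before.

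For the counts of called genes, pairs of numbers give the genes higher and lower in the first-named group. edgeR on single bees gave 17 and 48 for highland against lowland, 10 and 10 for highland against mid-elevation, 11 and 24 for mid-elevation against lowland, 288 and 90 for high against low temperature, 4 and 13 for grazed against ungrazed. DESeq2's size factors in edgeR left each of the 10 counts within 1.5 times its value. DESeq2 with the fold-change prior of the paper gave 18 and 97 for highland against lowland, 20 and 20 for highland against mid-elevation, 17 and 44 for mid-elevation against lowland, 501 and 258 for high against low temperature, 20 and 28 for grazed against ungrazed. Without that prior, the counts were 29 and 118 for highland against lowland, 22 and 20 for highland against mid-elevation, 19 and 45 for mid-elevation against lowland, 567 and 264 for high against low temperature, 28 and 35 for grazed against ungrazed. Without a filter on low counts they were 55 and 74 for highland against lowland, 46 and 20 for highland against mid-elevation, 18 and 27 for mid-elevation against lowland, 322 and 104 for high against low temperature, 19 and 60 for grazed against ungrazed. Dropping the fold-change threshold gave 71 and 85 for highland against lowland, 16 and 16 for highland against mid-elevation, 14 and 28 for mid-elevation against lowland, 382 and 166 for high against low temperature, 7 and 15 for grazed against ungrazed, as its construction implies. With the other factor as a covariate (grazing for the belts and the temperature classes, belt for grazing), they were 11 and 39 for highland against lowland, 70 and 32 for highland against mid-elevation, 23 and 80 for mid-elevation against lowland, 261 and 108 for high against low temperature, 20 and 38 for grazed against ungrazed. Fitting only the 2 belts compared gave 2 and 0 for highland against lowland, 0 and 1 for highland against mid-elevation, 15 and 26 for mid-elevation against lowland; edgeR then had 1444 and 1401 genes at an unadjusted p under 0.05 in the first 2 comparisons. Within the grazed sites, with 5 highland bees, the counts were 2 and 0 for highland against lowland, 36 and 32 for highland against mid-elevation, 1 and 24 for mid-elevation against lowland, with 795 genes at an unadjusted p under 0.05 between highland and lowland. Within the lowland, edgeR called 0 genes for grazing, with 1284 at an unadjusted p under 0.05 in 30 bees. Sampling temperature in °C gave 146 and 70 for high against low temperature. With the gut-type score as covariate the counts were 20 and 9 for highland against lowland, 9 and 9 for highland against mid-elevation, 10 and 39 for mid-elevation against lowland, 7 and 2 for high against low temperature, 4 and 12 for grazed against ungrazed. With the length slope as covariate they were 4 and 2 for highland against lowland, 8 and 14 for highland against mid-elevation, 8 and 5 for mid-elevation against lowland, 406 and 313 for high against low temperature, 12 and 20 for grazed against ungrazed. The cause of these shifts was not tested, apart from the smaller numbers of bees and the thresholds named.

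Where the site took the place of the bee, few or no genes were called. With site as a random block, limma called 0 genes higher and 0 lower in all 5 comparisons, with 767, 606, 737, 1388 and 478 genes at an unadjusted p under 0.05 in the order above. With counts summed per site, edgeR called 0 and 0 genes for the belts and for grazing and 1 and 0 for temperature (LOC100648940), with 606, 694, 567, 1329 and 539 genes at an unadjusted p under 0.05. Fewer units in these tests are part of their construction, although the same 2 tools recovered most of the added changes in simulated data with the same sites for highland against lowland and for temperature, in which sites did not differ by themselves.

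A replicate block was fitted from the bee number in the sample titles, although numbers restart at each site. With the replicate block, the counts were 31 and 57 for highland against lowland, 42 and 38 for highland against mid-elevation, 0 and 3 for mid-elevation against lowland, 142 and 66 for high against low temperature, 5 and 12 for grazed against ungrazed, and 1474 genes had an unadjusted p under 0.05 for mid-elevation against lowland. Bees of different sites with the same number had a median correlation of 0.0358 of their deviations from the site mean (555 pairs), and those with other numbers one of -0.0197 (2508 pairs), so that the numbers do not pair the bees.

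Leaving out each site in turn moved the counts strongly. For highland against lowland, the genes higher ranged from 1 to 85 and the genes lower from 1 to 163, and the 65 genes of both directions became 2 without T4 or Wma1, 3 without H6, 7 without T5, 43 without Wma2, 98 without Wmb5, 139 without Wmb4, 208 without Wmb1, 248 without T3. For highland against mid-elevation, the genes higher ranged from 0 to 113 and the genes lower from 1 to 56, and the 20 genes of both directions became 2 without H4, 3 without H5, 4 without Wmb3, 10 without T4 or T5, 11 without T3 or Wma1, 12 without Wma2, 39 without Wma6, 41 without H6, 169 without Wmb2. For mid-elevation against lowland, the genes higher ranged from 2 to 70 and the genes lower from 1 to 98, and the 35 genes of both directions became 4 without Wma2, 7 without H4, 8 without T4 or Wma1, 9 without Wmb3, 14 without H2, 59 without T3, 81 without Wmb1, 168 without Wmb2. For high against low temperature, the genes higher ranged from 31 to 461 and the genes lower from 20 to 316, and the 378 genes of both directions became 51 without T4, 60 without T5, 575 without Wmb1, 684 without H2. For grazed against ungrazed, the genes higher ranged from 2 to 15 and the genes lower from 5 to 33, and the 17 genes of both directions became 7 without T3, 9 without H2, 26 without Wma2, 32 without Wma3, 45 without H5, 47 without T5. The 0 genes higher in the highland than at mid-elevation arose without site H4, where edgeR had 1171 genes at an unadjusted p under 0.05.

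Tests of 23 pathway lists were followed through all settings. Values are median log2 fold changes, followed by adjusted p values from camera or the test named. Under fry, the following no longer passed: between highland and lowland 0.48 for TCA cycle (0.168), 0.46 for glycolysis (0.109), 0.13 for oxidative phosphorylation (0.483), between highland and mid-elevation -0.17 for N-glycan biosynthesis (0.125), -0.34 for oxidative phosphorylation (0.562), between mid-elevation and lowland 0.43 for TCA cycle (0.0926), 0.35 for glycolysis (0.1), 0.44 for oxidative phosphorylation (0.0926), 0.13 for N-glycan biosynthesis (0.103), between high and low temperature -0.34 for TCA cycle (0.437), 0.34 for lysosome (0.333), 0.35 for amino sugar metabolism (0.189), between grazed and ungrazed 0.15 for DNA replication (0.0813), 0.081 for aminoacyl-tRNA synthetases (0.221), 0.11 for ribosome biogenesis (0.206), 0.31 for oxidative phosphorylation (0.603), -0.20 for lysosome (0.208). With camera's correlation estimated per list, none of these 23 passed, and the following had passed before: between highland and lowland 0.48 for TCA cycle (0.491), 0.46 for glycolysis (0.491), 0.13 for oxidative phosphorylation (0.704), between highland and mid-elevation -0.17 for N-glycan biosynthesis (0.566), -0.34 for oxidative phosphorylation (0.84), between mid-elevation and lowland 0.43 for TCA cycle (0.302), 0.35 for glycolysis (0.314), 0.44 for oxidative phosphorylation (0.302), 0.13 for N-glycan biosynthesis (0.326), 0.21 for detoxification enzymes (0.212), between high and low temperature -0.34 for TCA cycle (0.876), 0.34 for lysosome (0.876), 0.35 for amino sugar metabolism (0.876), between grazed and ungrazed 0.15 for DNA replication (0.268), 0.22 for mismatch repair (0.0901), 0.081 for aminoacyl-tRNA synthetases (0.506), 0.11 for ribosome biogenesis (0.461), 0.31 for oxidative phosphorylation (0.793), -0.23 for ABC transporters (0.0901), -0.20 for lysosome (0.461), -0.37 for peroxisome (0.0901). With site as a random block, these no longer passed: between highland and lowland 0.11 for oxidative phosphorylation (0.0603), between high and low temperature -0.25 for TCA cycle (0.0735). With counts summed per site, these newly passed: between high and low temperature -0.31 for glycolysis (0.0366), -0.26 for fatty acid metabolism (0.0317). With the other factor as covariate, these no longer passed: between highland and mid-elevation -0.12 for oxidative phosphorylation (0.278), between grazed and ungrazed 0.046 for DNA replication (0.159), 0.059 for aminoacyl-tRNA synthetases (0.167), 0.26 for oxidative phosphorylation (0.325). Within the grazed sites, the first 2 of these no longer passed and the third changed direction: between highland and lowland 0.082 for TCA cycle (0.196), 0.12 for glycolysis (0.313), -0.56 for oxidative phosphorylation (0.0484). Within the lowland, these no longer passed: between grazed and ungrazed 0.067 for DNA replication (0.617), 0.21 for mismatch repair (0.102), 0.081 for aminoacyl-tRNA synthetases (0.252), 0.097 for ribosome biogenesis (0.133), -0.12 for lysosome (0.186). With the gut-type score, glycolysis newly passed, the lysosome changed direction and the others no longer passed: between highland and lowland 0.040 for oxidative phosphorylation (0.0954), between high and low temperature -0.37 for glycolysis (0.000916), -0.042 for lysosome (0.789), 0.092 for amino sugar metabolism (0.29). With the length slope, glycolysis newly passed, oxidative phosphorylation changed direction and the lysosome no longer passed: between highland and lowland -0.089 for oxidative phosphorylation (0.885), between high and low temperature -0.38 for glycolysis (9.85e-05), 0.22 for lysosome (0.248). With the lists of the other comparisons only, this list no longer passed: between high and low temperature -0.34 for TCA cycle (0.0559). DESeq2's size factors and the absence of a low-count filter changed no call or direction of a list.

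With each site left out, the lists whose call or direction changed had these ranges of the median. For highland against lowland, oxidative phosphorylation from -0.13 to 0.27 (changed without H6, T5, Wma1, Wma6). For highland against mid-elevation, oxidative phosphorylation from -0.55 to -0.12 (changed without H4, H5, Wmb4). For mid-elevation against lowland, N-glycan biosynthesis from 0.069 to 0.18 (changed without Wmb1). For high against low temperature, TCA cycle from -0.49 to 0.13 (changed without Wma1, Wmb1), amino sugar metabolism from 0.21 to 0.44 (changed without T3), fatty acid metabolism from -0.45 to -0.041 (changed without T3, Wmb1), glycolysis from -0.37 to 0.14 (changed without T3, T5, Wmb1), lysosome from 0.15 to 0.45 (changed without T3, T5). For grazed against ungrazed, oxidative phosphorylation from 0.16 to 0.53 (changed without T4, T5, Wmb1).

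Of the candidate stress genes, edgeR called 0 of 29 and DESeq2 with the prior 2, and 4, 5 and 5 had an unadjusted p under 0.05 by edgeR in the 3 comparisons of belts. Of the genes named, trypsin 3A1 isoform X1 (LOC100644527) changed direction within the grazed sites, to -1.48 against the lowland and -2.06 against mid-elevation, and dnaJ 1 (LOC100645838) to -0.068 against the lowland. LOC100645781 changed direction without site H6, and over the sites left out it ranged from -0.025 to 2.04 against the lowland and from -0.063 to 2.00 against mid-elevation. Over all settings, named genes kept their direction and their side of the threshold in 598 of 789 values, lost the call in 179, gained it in 7 and changed direction in 5. Pathway lists did so in 478 of 561 values, lost the call in 69, gained it in 8 and changed direction in 6. The scores of lists by site kept their direction and their side of 0.05 under each alternative tried. The Spearman's rho between sampling temperature and elevation kept its direction (0.057 to 0.085), and its exact permutation p was computed for the first setting alone (0.627). Depth limits these results little, since every library held at least 15700759 counts, but the genes near the filter, such as dynein heavy chain 17 (LOC100650986) at 0.176 CPM in the highland, rest on few reads per bee.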

Differences from the paper's values

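All alternatives in this part were set before the data were examined, except for the covariates of a gut-type score and a length slope, which are named as such. The paper's counts come from DESeq2 with a fold-change prior, as its methods state, and the counts beside them from edgeR on the same bees and thresholds. DESeq2 with that prior gave each of the paper's counts of called genes exactly, and called every gene that was readable in Tables S5, S7 and S9, with log2 fold changes at most 1.13e-05 apart. Table S5 held 96 of the genes lower in the highland than in the lowland and not the genes higher at mid-elevation than in the lowland, so that the former were compared in part and the latter by count alone.

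For genes lower in the highland than in the lowland, the paper's count is 97 and edgeR gave 48. Within 1.5 times the paper's count came DESeq2 with the prior (97) and without it (118), no filter on low counts (74), no fold-change threshold (85), and leaving out site Wmb1 (131), Wmb4 (108) or Wmb5 (68). For genes higher in the highland than at mid-elevation, the paper's count is 20 and edgeR gave 10. DESeq2 with the prior (20) and without it (22), no fold-change threshold (16) and leaving out site H6 or Wma6 (24 each) came within that range. For genes lower in the highland than at mid-elevation, the paper's count is 20 and edgeR gave 10, and DESeq2 with the prior and without it and no filter on low counts (20 each), no fold-change threshold (16) and leaving out site H6 (17) or Wma6 (15) came within that range. For genes higher at mid-elevation than in the lowland, the paper's count is 17 and edgeR gave 11. Within the range were DESeq2 with the prior (17) and without it (19), DESeq2 size factors in edgeR (12), no filter (18), no fold-change threshold (14), grazing as covariate (23), only the 2 belts compared (15), and leaving out site H6 (18), T3 (17), Wma3 (13), Wmb4 (14) or Wmb5 (13). For genes lower at mid-elevation than in the lowland, the paper's count is 44 and edgeR gave 24, and DESeq2 with the prior (44) and without it (45) and leaving out site H6 (33), T3 (42) or Wmb1 (47) came within the range. For genes higher at high sampling temperature, the paper's count is 501 and edgeR gave 288, with DESeq2 with the prior (501) and without it (567), no fold-change threshold (382) and leaving out site H2 (368) or Wmb1 (461) within the range. For genes lower at high sampling temperature, the paper's count is 258 and edgeR gave 90, with DESeq2 with the prior (258) and without it (264) and leaving out site H2 (316) within the range. For genes higher on grazed sites, the paper's count is 20 and edgeR gave 4. DESeq2 with the prior (20) and without it (28), no filter (19), belt as covariate (20) and leaving out site H5 (15) or T5 (14) came within the range. For genes lower on grazed sites, the paper's count is 28 and edgeR gave 13, and DESeq2 with the prior (28) and without it (35), belt as covariate (38) and leaving out site H5 (30), T5 (33), Wma3 (24) or Wmb5 (19) came within the range. Every other alternative run for these counts stayed outside it, including limma with site as a random block and counts summed per site. Of the genes in the paper's tables, edgeR called 39 of 96 lower and 8 of 18 higher between highland and lowland, 8 of 20 lower and 7 of 20 higher between highland and mid-elevation, 20 of 44 lower at mid-elevation than in the lowland, 85 of 258 lower and 277 of 501 higher at high temperature, and 2 of 20 higher and 9 of 28 lower on grazed sites.

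With the settings chosen after seeing the values, the length slope as covariate gave 406 genes higher at high temperature and dropped 231 of those DESeq2 calls with the paper's prior, 313 lower at high temperature and dropped 131, 14 lower in the highland than at mid-elevation and dropped 10, and 20 lower on grazed sites and dropped 13. The gut-type score as covariate, also chosen after seeing the values, gave 39 genes lower at mid-elevation than in the lowland and dropped 27. For genes higher in the highland than in the lowland, where the paper's count is 18 and edgeR gave 17, the gut-type score gave 20 and dropped 13. Under these covariates the remaining counts stayed further from the paper's than 1.5 times.

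Fold changes below are log2 and the paper's errors are standard errors of DESeq2. Between highland and lowland the paper gives -0.62 (error 0.1815) for MutS protein homolog 4 (LOC100646119) and edgeR gave -2.10, where DESeq2 with the prior (-0.62) and limma with site as a random block (-0.69) lay within the paper's error, and DESeq2 without the prior (-0.97) within the larger error of edgeR (0.421). For dynein heavy chain 17, axonemal (LOC100650986) the paper gives -0.85 (error 0.1723) and edgeR gave -1.20, with DESeq2 with the prior (-0.85) and leaving out site Wmb4 (-1.115) within the larger of the 2 errors. For WD repeat-containing protein 63 (LOC100642641) the paper gives -0.72 (error 0.1597) and edgeR gave -0.94. Within the larger error were DESeq2 with the prior (-0.72), the random block (-0.83), site sums (-0.87), the replicate block (-0.91), grazed sites only (-0.62) and leaving out site H6 (-0.78), T4 (-0.93), T5 (-0.71), Wma1 (-0.89) or Wma6 (-0.90). The gut-type score and the length slope, both chosen after seeing the values, also brought LOC100650986 (-0.95 and -1.05) and LOC100642641 (-0.72 and -0.77) within it, and they dropped 92 and 95 of the 97 lower genes. Between highland and mid-elevation the paper gives -1.28 (error 0.1841) for mucin-5AC isoform X1 (LOC100649715) and edgeR gave -3.13, with DESeq2 with the prior (-1.28) and the random block (-1.06) within the larger error. For LOC100647502 the paper gives -0.93 (error 0.1797) and edgeR gave -1.44, with DESeq2 with the prior (-0.93) and the random block (-0.83) within it. For the other mucin-5AC gene (LOC100649549) the paper gives -1.01 (error 0.1868) and edgeR gave -2.21, with DESeq2 with the prior (-1.01), the random block (-0.80) and grazing as covariate (-1.40) within it. Between mid-elevation and lowland the paper gives -0.87 (error 0.1644) for high mobility group B protein 4 (LOC100642589) and edgeR gave -1.14. Here DESeq2 with the prior (-0.87), the random block (-0.91), grazing as covariate (-0.92), grazed sites only (-0.81) and leaving out site T3 (-0.91) were within it, as was the gut-type score (-1.08), chosen after seeing the values, which dropped 27 of the 44 lower genes. Between high and low temperature the paper gives 2.14 (error 0.3406) for balbiani ring protein 3 (LOC105666417) and edgeR gave 4.04, with DESeq2 with the prior (2.14) and the random block (2.50) within it. Between grazed and ungrazed sites the paper gives 1.01 (error 0.169) for LOC100649715 and edgeR gave 2.50, with DESeq2 with the prior (1.01), the random block (0.73), belt as covariate (0.80) and lowland bees only (1.40) within it. For LOC100649549 the paper gives 0.91 (error 0.1704) and edgeR gave 1.85, with DESeq2 with the prior (0.91), the random block (0.77) and belt as covariate (0.94) within it. All other alternatives for these genes differed from the paper's values.

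Of the statements on single genes, the paper's text says that no gene of the candidate stress families changed between belts, while its Table S5 lists chaperone protein dnaJ 1 (LOC100645838) between highland and lowland. edgeR gave 0.71 (adjusted p = 0.0706) for this gene and DESeq2 with the prior 0.53 (adjusted p = 0.0423). DESeq2 with the prior also called cytochrome P450 306a1 (LOC100650054, -0.52, adjusted p = 0.0374), which edgeR did not (-0.65, adjusted p = 0.0676). The other 27 of the 29 candidate genes were called by neither tool, as the paper's text has it. The paper links some of the genes lower at high temperature to fatty acid metabolism and to carbon metabolism. edgeR called 0 of the 26 TCA cycle, 23 glycolysis and 17 fatty acid genes lower, where 2327 of all 9305 tested genes had an unadjusted p under 0.05, and DESeq2 with the prior called 2 fatty acid genes and 0 of the others lower. For the lysosome, DESeq2 with the prior called 11 genes higher, as many as the paper states, and edgeR 8. For amino sugar metabolism they called 7 and 4, fewer than the paper states. The lists at hand hold only genes that drove an enrichment and are shorter than the pathways. The paper gives the correlation between mean annual temperature and elevation without a sign, and it was -0.994 here.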

Other observations

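The regroupings of bees and sites for the numbers of genes called by belt and by temperature, the covariate tests of the genes called for temperature, the tests of gene length and of single bees between highland and lowland, the tests of 3 lists with the length slope between mid-elevation and lowland, the tests of the peroxisome list with the gut-type score and with belt, the comparison with a shared response to temperature and both tests of the gut-type score between belts were chosen after the results were seen, and the others before.

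When the bees were regrouped at random into groups of the same sizes, the count of called genes was as high as the real one in 5 of 100 splits for highland against lowland, 8 of 100 for highland against mid-elevation, 4 of 100 for mid-elevation against lowland, 3 of 100 for high against low temperature and 8 of 100 for grazed against ungrazed, the real split included. Chance among bees can thus be excluded at 0.05 for mid-elevation against lowland and for temperature, and not for the other comparisons. When whole sites were regrouped, 19, 27 and 33 of 100 splits gave as many genes for the comparisons of belts in that order, 4 of all 35 splits for temperature and 32 of 100 for grazing, so that chance among sites cannot be excluded for any of them.

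The number of the 51 pathway lists past the threshold of camera was 29 for highland against lowland, 21 for highland against mid-elevation, 38 for mid-elevation against lowland, 10 for temperature and 23 for grazing. As many passed in 13, 26, 2, 56 and 25 of 100 random splits of the bees, and in 18, 36 and 10 of 100 splits of the sites for the belts, 29 of 35 for temperature and 30 of 100 for grazing. Chance can be excluded among bees for mid-elevation against lowland alone. The lists were picked by the study on the real groups, which favours the real split.

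The first principal component of all bees held 42.7% of the variance (the next 11%) and followed the score of gut-type transcripts (absolute Spearman's rho 0.932). Bees caught at high temperature scored 0.069 ± 4.70 (SD, n = 17) and those at low temperature -4.34 ± 3.49 (SD, n = 13), and the averages of site and class differed more than under any other split (exact permutation p = 0.0286, the smallest that 4 and 3 units allow). The hypothesis was tested that these transcripts are the source of the genes called for temperature. With the score as covariate, 9 genes were called, and 8 of these were among the 378 called without it, which is consistent with the hypothesis but also with a response to temperature that acts through the same genes. Gene slopes on the score in the 51 mid-elevation and highland bees, which are not in the comparison, had a Spearman's rho of 0.645 with the fold changes between the temperature classes, and 339 of the 378 called genes had the same sign in both. Other splits of the site units gave values as large often enough (exact permutation p = 0.0857, 35 splits) that gut-type transcripts and chance cannot be told apart here, because few units are at hand. Adding the length slope as covariate gave 719 called genes, 305 of them among the 378. The slope thus does not account for most of the calls. RNA integrity is not known per bee, so that this does not exclude RNA degradation. The slope itself had a Spearman's rho of -0.685 with the score. Library totals did not differ between the classes (permutation p = 0.798). Whether bees at low temperature carried less gut tissue, had fed less or responded to temperature stays open.

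Between highland and lowland, the fold changes of all genes had a Spearman's rho of 0.368 with the gene slopes on the score in mid-elevation bees (exact permutation p = 0.297 over 462 splits of the sites) and of -0.172 with exon length (exact permutation p = 0.537), so that neither gut-type transcripts nor gene length can be told apart from chance with these sites. With the gut-type score as covariate 29 genes were called, 13 of them among the 65 called without it. With the length slope as covariate 6 genes were called, 5 of them among the 65. Both settings were chosen after the data were seen. Neither explanation is thus excluded as a source of the calls. Each of the 65 called genes was refitted without its 2 highest bees of each belt. The log2 fold change of 12 genes fell below 0.5 in size or changed direction, so that a few bees with extreme values may account for their calls, although some fell only just below. For 32 genes the call remained, which speaks against such bees as the whole source, with the reservation that leaving out the highest bees also narrows the spread. A further 20 stayed at 0.5 or more in size but lost the call, which by itself leaves them undecided. Among them, trypsin 3A1 isoform X1 (LOC100644527) shrank from 2.995 to 0.67 (adjusted p = 0.284), and a single bee held 63.8% of its CPM. LOC100646119 shrank from -2.10 to -0.68. Most of the size of each of these 2 changes thus came from the highest bees. Another 1 gene fell below the filter on low counts. This test replaced one by the distance of the belt medians, which is set in part by the change itself and decides nothing. Called genes with medians less than 0.5 apart on the log2 scale numbered 21 of 65 for highland against lowland, 11 of 20 for highland against mid-elevation, 13 of 35 for mid-elevation against lowland, 31 of 378 for temperature and 10 of 17 for grazing.

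Between mid-elevation and lowland, the lists of the TCA cycle, glycolysis and oxidative phosphorylation passed camera with the length slope as covariate (adjusted p = 0.0024, 0.00575 and 0.0024), a setting in which 13 genes were called, 11 of them among the 35 called without it. This speaks against gene length as their whole source. RNA integrity is not known per bee, so that RNA degradation stays open. The test with the length slope replaced an earlier test of gene length, whose value had been seen. In that test, 10000 lists matched in exon length and mean level and made of other genes had medians of at most 0.23, 0.246 and 0.215 against 0.43, 0.35 and 0.44 for these lists, which is also what picking the genes on these bees would give. With a score of muscle genes as covariate, the lists passed camera with medians of 0.44, 0.34 and 0.52 (adjusted p = 4.35e-05, 9.33e-05 and 3.62e-09), although this score moved few calls (31 of the 35 genes shared). The muscle list itself was lower at mid-elevation (median -0.40), whereas a larger muscle share would raise it. The muscle score hardly differed between the belts (-0.0654 in the lowland and -0.0588 at mid-elevation), so that this covariate could change little and decides nothing. Of the 16 muscle genes, 12 had been picked by the study. The list was not higher at mid-elevation, which speaks against a larger muscle share as the whole source, as far as these genes measure it. That the study picked the pathway genes on these bees stays open, as do chance among sites and a response to elevation or grazing.

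The peroxisome list passed camera between grazed and ungrazed sites with belt as covariate, at a median of -0.64 (adjusted p = 1.72e-19), and within the lowland alone, at -0.49 (adjusted p = 1.26e-13). Both values speak against the uneven belts as its whole source. All grazed lowland sites lie above all ungrazed ones, however, so that elevation within the lowland stays open. With the gut-type score the list had -0.32 (adjusted p = 3.44e-15), which speaks against gut-type transcripts as its whole source. With a fat body score its median was -0.18 instead of -0.37 (adjusted p = 3.31e-07). That score rests on 3 genes, 2 of them picked by the study. On grazed sites these genes were higher (median log2 fold change 0.65), whereas a smaller fat body share would lower them. Their difference did not pass the threshold (camera adjusted p = 0.109), and the score took up part of the peroxisome change. Fat body share and an effect of grazing thus cannot be told apart. How these values and those of the lists above are read was settled after they were seen, and the picking of the genes on these bees stays open here too.

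A shared response to temperature was tested as a correlation between the fold changes of low against high sampling temperature and those of highland against mid-elevation. Spearman's rho was 0.0855, and other splits of the 10 sites often gave as much in either direction (exact permutation p = 0.627, 252 splits). With so few sites, a weak shared response and none cannot be told apart.

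The gut-type score was -1.84 ± 4.70 (SD, n = 30) in the lowland, 0.562 ± 3.98 (SD, n = 25) at mid-elevation and 1.58 ± 3.80 (SD, n = 26) in the highland. Sites assigned to belts at random gave as large a spread in many cases (permutation p = 0.176), so that chance cannot be excluded. It was -0.149 on grazed and 0.186 on ungrazed sites. Permutation p values of the site means between belts were 0.755 for the muscle score, 0.81 for the fat body score and 0.339 for the length slope, and exact permutation p values between the temperature classes 0.257, 0.229 and 0.457.

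The lists of muscle, fat body, clock and testis genes had 16, 3, 1 and 14 members, of which 12, 2, 1 and 10 had been picked by the study in its tables of regulated genes. Adjusted p values are from camera over the 4 lists and medians are log2 fold changes. The muscle list had -0.13 for highland against lowland (adjusted p = 0.47), 0.20 for highland against mid-elevation (0.0973), -0.40 for mid-elevation against lowland (0.00762), -0.78 for high against low temperature (0.0264) and 0.32 for grazing (0.0177). The fat body list had adjusted p values of 0.47, 0.511, 0.0896, 0.672 and 0.109 in the same order, and the clock gene 0.47, 0.0345 (0.68), 0.0632, 0.181 and 0.731. The testis list had -0.25 for highland against lowland (0.000446, 3 genes called), adjusted p values of 0.36 for highland against mid-elevation, 0.103 for temperature and 0.59 for grazing, and -0.30 for mid-elevation against lowland (0.00762). Thorax and abdomen hold muscle and fat body, so that the muscle and fat body lists mark no foreign tissue. This reason does not cover the testis list, and the source of its change was not tested.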
